# Epithelial cell-derived cytokine TSLP activates regulatory T cells by enhancing fatty acid uptake

**DOI:** 10.1038/s41598-023-28987-1

**Published:** 2023-01-30

**Authors:** Tadamichi Kasuya, Shigeru Tanaka, Jun Tamura, Keishi Etori, Jumpei Shoda, Koto Hattori, Yusuke Endo, Masayuki Kitajima, Takahiro Kageyama, Taro Iwamoto, Masaya Yokota, Arifumi Iwata, Akira Suto, Kotaro Suzuki, Harumi Suzuki, Steven F. Ziegler, Hiroshi Nakajima

**Keywords:** Inflammation, CD4-positive T cells

## Abstract

Epithelial cells control a variety of immune cells by secreting cytokines to maintain tissue homeostasis on mucosal surfaces. Regulatory T (Treg) cells are essential for immune homeostasis and for preventing tissue inflammation; however, the precise molecular mechanisms by which epithelial cell-derived cytokines function on Treg cells in the epithelial tissues are not well understood. Here, we show that peripheral Treg cells preferentially respond to thymic stromal lymphoprotein (TSLP). Although TSLP does not affect thymic Treg differentiation, TSLP receptor-deficient induced Treg cells derived from naïve CD4^+^ T cells are less activated in an adoptive transfer model of colitis. Mechanistically, TSLP activates induced Treg cells partially through mTORC1 activation and fatty acid uptake. Thus, TSLP modulates the activation status of induced Treg through the enhanced uptake of fatty acids to maintain homeostasis in the large intestine.

## Introduction

Intestinal epithelial cells are essential in maintaining tissue homeostasis and work as barriers against non-self-antigens such as food antigens and gut microbiome^1^. In addition to the physical barrier function, epithelial cells influence immune cell function. The intestinal environment is easily changed by diet, stress, and infection; therefore, mucosal immune cells must adapt to the altered intestinal microenvironment^2^. To help immune cells adapt to environmental changes, epithelial cells produce several cytokines, including interleukin (IL)-25, IL-33, and thymic stromal lymphoprotein (TSLP)^1,2^. Although these epithelial cell-derived cytokines are highly related to type 2 inflammation^2^, recent studies have revealed the crucial roles of these cytokines in other types of immune responses^3^.

Regulatory T (Treg) cells are an indispensable lymphocyte subset for immune homeostasis^4^. It has been reported that epithelial cell-derived cytokines have roles in the function of Treg cells, especially at the mucosal surfaces^5–15^. However, the precise mechanisms by which epithelial cell-derived cytokines affect Treg differentiation and function remain unclear. For example, a recent study showed that keratinocytes in Mi-2-deficient mice produce TSLP, supporting Treg cells to acquire immunosuppressive function in the skin^12^. Others reported that robust TSLP production in keratinocytes by MC903 (Vitamin D3 analog) topical treatment primes dendritic cells (DCs) to acquire tolerogenic phenotype and let naïve CD4^+^ T cells differentiate into Treg cells, and this process is independent of TSLP receptor (TSLPR) expression on Treg cells^13^. Both reports have demonstrated that TSLP functions as a factor that favors Treg differentiation and function. Still, one study claimed the direct effect of TSLP on Treg cells^12^, and another reported the indirect impact and denied the direct effect of TSLP on Treg cell differentiation^13^.

We assessed the expression of receptors for epithelial cell-derived cytokines in the colonic Treg cells and focused on the function of TSLP in in vitro-induced Treg cells. We also assessed the effect of TSLP on the differentiation and activation of Treg cells. Finally, we analyzed the mechanisms by which TSLP enhances the activation of in vitro-induced Treg cells to understand the physiological significance of TSLP in the homeostasis of the large intestine.

## Results

### Treg cells express functional TSLP receptors in colonic lamina propria

To determine the roles of epithelial cell-derived cytokines such as IL-25, IL-33, and TSLP in colonic Treg cells, we first analyzed the receptors for these cytokines on Treg cells in mesenteric lymph nodes and colonic lamina propria under the steady-state and inflammatory conditions. Treg cells expressing IL-17Rb, a component of IL-25 receptor, were almost absent in both mesenteric lymph nodes and colonic lamina propria (Fig. 1A). Although the percentage of IL-17Rb-expressing Treg cells was slightly elevated in mice treated with dextran sulfate sodium (DSS) water to induce colitis (DSS-induced colitis), the rate was only approximately 2% (Fig. 1A). As previously reported^5^, ST2-expressing Treg cells were present in colonic lamina propria; however, the percentage of ST2-expressing Treg cells was not significantly elevated when mice developed colitis (Fig. 1B). On the other hand, the levels of TSLPR (encoded by *Crlf2*), a component of TSLP receptor, on Treg cells and T conventional cells in colonic lamina propria were significantly elevated by DSS water treatment (Fig. 1C). Also, colonic epithelial cells expressed higher levels of TSLP when mice were given DSS water (Fig. 1D). These results suggest the roles of TSLP on Treg cells during colonic inflammation.

**Figure 1:**
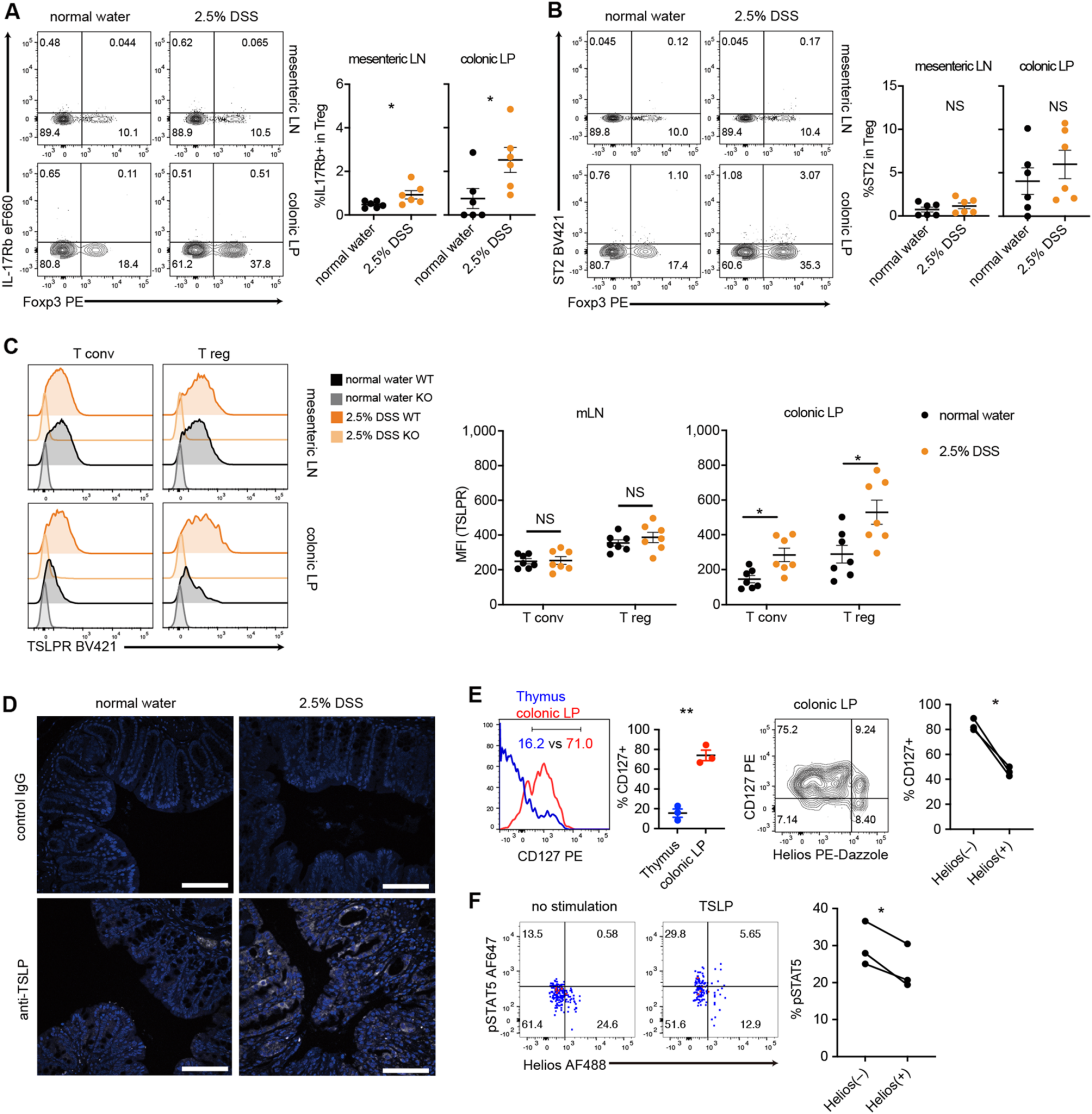
Functional TSLP receptor is expressed on Treg cells in mesenteric lymph nodes and colonic lamina propria. (**A**–**C**) The expression of receptors for epithelial cell-derived cytokines on wild-type (WT) CD4^+^ T cells in mesenteric lymph nodes (LN) and colonic lamina propria (LP) of mice given 2.5% dextran sodium sulfate (DSS) or normal water. Left, representative flow cytometry plot. Right, cumulative data expressed as mean ± SEM, n = 6–7 from at least 2 independent experiments. (**A**) IL-17Rb, (**B**) ST2, and (**C**) TSLPR were assessed. Cells from CD4^cre^TSLPR^f/f^ mice (KO) were negative controls in (**C**). *P < 0.05, **P < 0.01 as determined by unpaired t-test. NS: not significant. (**D**) The expression of TSLP in the colon of mice given 2.5% DSS or normal water. TSLP was expressed in white and DAPI in blue. Bars indicate 100 µm. Shown are representative of 2 independent experiments. (**E**) The expression of CD127 on Treg cells in the thymus and colonic LP. Representative histogram of CD127 (left, gated on Foxp3^+^ T cells) and CD127 vs. Helios (right, gated on Foxp3^+^ cells) and the cumulative data are presented. (**F**) Phosphorylation of STAT5 upon TSLP stimulation. Left, representative plots of phospho-STAT5 vs. Helios of Treg cells. Right, cumulative data, n = 3 from 3 independent experiments. *P < 0.05 as determined by paired t-test.

The functional TSLP receptor is composed of TSLPR and CD127 (also known as IL-7Ra), and numerous studies have shown that Treg cells do not express CD127^16–18^. Consistent with previous reports, most of Treg cells in the thymus were negative for CD127 (Fig. 1E). However, the majority of Treg cells in colonic lamina propria expressed CD127 (Fig. 1E). Intriguingly, almost all Helios-negative Treg cells, presumably peripheral Treg cells^19^, were positive for CD127 (Fig. 1E). Next, we sought to determine whether TSLP receptors expressed on Treg cells are functional. Treg cells harvested from colonic lamina propria (Supplementary Fig. 1) were stimulated with or without TSLP for 15 min, and the phosphorylation level of STAT5, a known downstream signaling molecule of the TSLP receptor in conventional T cells^20,21^ (Supplementary Fig. 2), was determined by flow cytometry. STAT5 was phosphorylated by TSLP stimulation in both Helios-negative and -positive Treg cells. Notably, Helios-negative Treg cells preferentially responded to TSLP stimulation (Fig. 1F). Together, these results support the idea that TSLP directly modulates Treg cell function and/or differentiation.

### TSLP is not essential for Treg cell differentiation

Next, we analyzed the differentiation of Treg cells in T cell-specific TSLPR-deficient mice (CD4^Cre^TSLPR^f/f^) to address whether TSLP affects the differentiation of Treg cells. Consistent with the data obtained from systemic TSLPR-deficient mice (TSLPR^−/−^ mice)^22,23^, the composition of double negative cells, double positive cells, CD4 single positive cells, and CD8 single positive cells was not altered in CD4^Cre^TSLPR^f/f^ mice (Fig. 2A). The percentages of Treg cells in the thymus, spleen, and colonic lamina propria were comparable between CD4^Cre^TSLPR^f/f^ mice and littermate TSLPR^f/f^ mice (Fig. 2B). Helios expression in Treg cells was also analyzed since the functional TSLP receptors were mainly expressed on Helios-negative Treg cells (Fig. 1E). Still, Helios expression in colonic lamina propria Treg cells was not affected by the absence of TSLPR (Fig. 2C). We next analyzed RORγt expression in Treg cells as RORγt expression is a characteristic feature of colonic peripheral Treg cells^24^. Because activated STAT5 downregulates RORγt expression in T helper 17 cells^25^, we expected RORγt expression to be upregulated in colonic Treg cells of CD4^cre^TSLPR^f/f^ mice. However, contrary to our expectations, colonic lamina propria Treg cells in CD4^Cre^TSLPR^f/f^ mice displayed almost the same level of RORγt expression as Treg cells in control TSLPR^f/f^ mice (Fig. 2C and Supplementary Fig. 3A).

**Figure 2:**
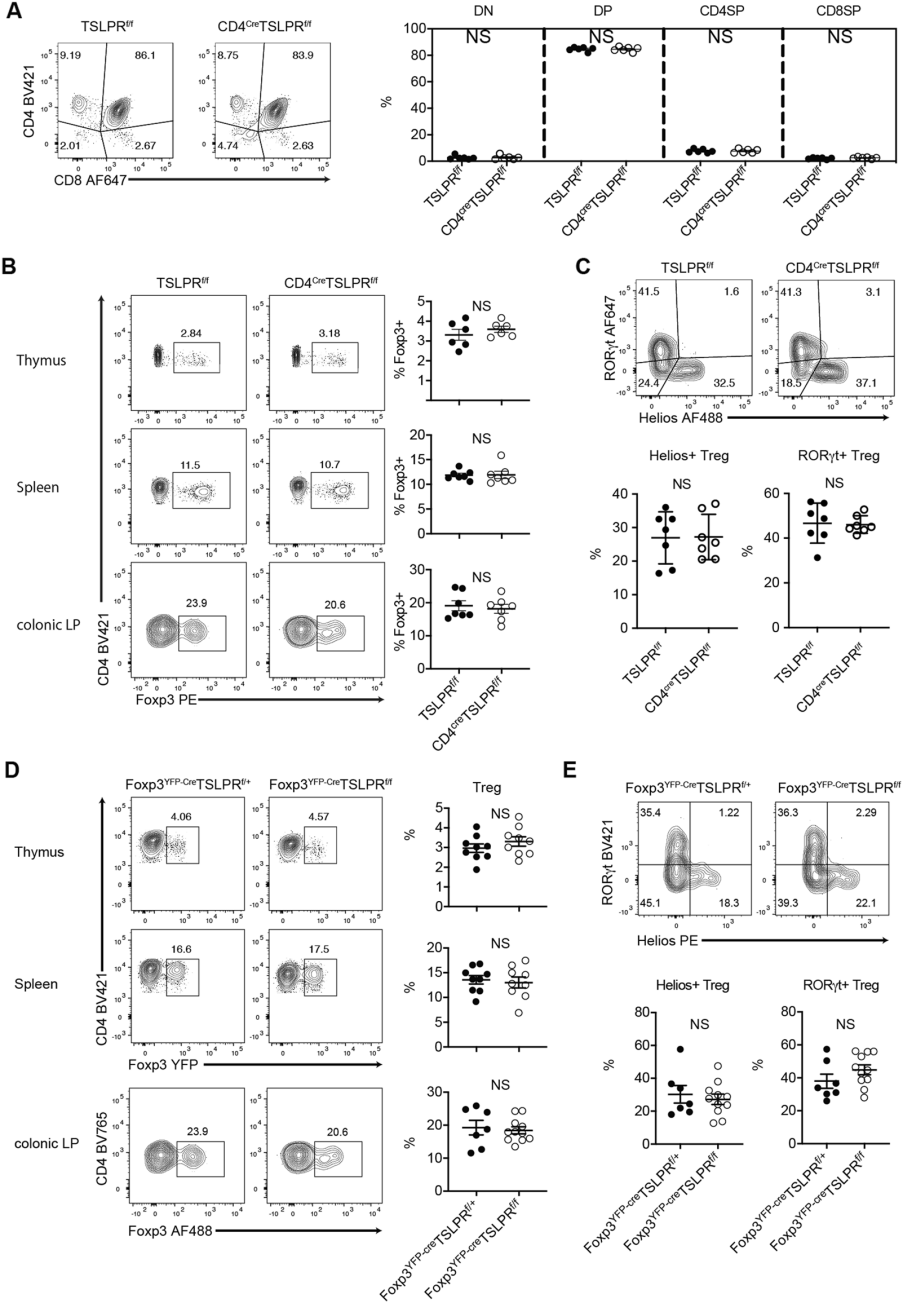
Treg cell differentiation in CD4^Cre^TSLPR^f/f^ and Foxp3^YFP-Cre^TSLPR^f/f^ mice. (**A**) Thymocyte development in TSLPR^f/f^ and CD4^Cre^TSLPR^f/f^ mice. Left, representative plots of CD4 vs. CD8. Right, cumulative data of CD4^−^CD8^−^ (double negative, DN), CD4^+^CD8^+^ (double positive, DP), CD4^+^CD8^−^ (CD4 single positive, CD4SP), and CD4^−^CD8^+^ (CD8 single positive, CD8SP). Data are expressed as mean ± SEM. n = 6 from 2 independent experiments. (**B**) Treg cell abundance in thymus, spleen, and colonic lamina propria (LP) of TSLPR^f/f^ and CD4^Cre^TSLPR^f/f^ mice. Left, representative FACS plots of Treg cells (gated on CD4^+^ T cells). Right, cumulative data expressed as mean ± SEM. n = 6 from 3 independent experiments. (**C**) Transcription factor expression in colonic LP Treg cells. Upper, representative plots of RORγt vs. Helios (gated on Foxp3^+^ cells). Lower, cumulative data expressed as mean ± SEM. n = 7 from 3 independent experiments. (**D**) Foxp3 expression in CD4^+^ T cells in Foxp3^YFP-Cre^TSLPR^+/f^ and Foxp3^YFP-Cre^TSLPR^f/f^ mice in thymus, spleen, and colonic LP. Representative FACS plot of Treg cells (gated on CD4^+^ T cells) and their cumulative data are shown. n = 9 from 3 independent experiments. (**E**) Transcription factor expression in colonic LP Treg cells. Upper, representative plots of RORγt vs. Helios (gated on Foxp3^+^ CD4^+^ cells). Lower, cumulative data expressed as mean ± SEM. n = 7–11 from 3 independent experiments.

We also generated Foxp3^YFP-Cre^TSLPR^f/f^ mice in which only Treg cells lose TSLPR expression. Consistent with the findings of CD4^cre^TSLPR^f/f^ mice, there were no differences in the percentage of Treg cells in the thymus, spleen, or colonic lamina propria between Foxp3^YFP-Cre^TSLPR^f/f^ mice and littermate control Foxp3^YFP-Cre^TSLPR^f/+^ mice (Fig. 2D). Helios and RORγt expression in Treg cells in colonic lamina propria were also comparable between Foxp3^YFP-Cre^TSLPR^f/f^ mice and Foxp3^YFP-Cre^TSLPR^f/+^ mice (Fig. 2E and Supplementary Fig. 3B), suggesting that TSLPR deletion after Treg cell commitment does not affect Treg cell phenotype under the steady-state conditions. These results suggest that the lack of TSLPR does not influence the characteristics of Treg cells in lymphoid tissues and large intestines under steady-state conditions.

### TSLP enhances Treg cell activation both in vivo and in vitro

TSLPR was preferentially expressed on peripheral Treg cells (Fig. 1F), and the differentiation of Treg cells in Foxp3^YFP-Cre^TSLPR^f/f^ mice under steady-state conditions was intact; we next investigated the role of TSLPR on peripheral Treg cells under inflammatory conditions. To assess this in the large intestine in a competitive setting, we co-transferred congenically marked naïve CD4^+^ T cells (CD4^+^YFP^−^ CD45Rb^high^ cells) from Foxp3^YFP-Cre^ mice (CD45.1) and Foxp3^YFP-Cre^TSLPR^f/f^ mice (CD45.2) into RAG2^−/−^ mice to see the differentiation and activation of Treg cells (Fig. 3A). Using this model, we confirmed the enhanced expression of TSLP in the epithelial cells (Supplementary Fig. 4A) and the increased TSLPR expression on Treg cells (Supplementary Fig. 4B). The mice subjected to this experiment lost body weight over time and showed severe diarrhea, suggesting that these mice developed colitis (Fig. 3B). Consistent with the previously-reported in vitro data^26^, the frequency of Treg cells was higher in cells from Foxp3^YFP-Cre^TSLPR^f/f^ mice than in cells from control Foxp3^YFP-Cre^ mice (Fig. 3C). To clarify the mechanism underlying the increased Treg cell population in cells from Foxp3^YFP-Cre^TSLPR^f/f^ mice, a similar experiment using CD4^cre^TSLPR^f/f^ mice was performed (Supplementary Fig. 4C). Interestingly, there was a significant decrease in cells from CD4^cre^TSLPR^f/f^ mice, suggesting an essential role of TSLP in T cell homeostatic expansion (Supplementary Fig. 4D). On the other hand, the percentage of Treg cells in each genotype was not altered (Supplementary Fig. 4D). These results suggest that TSLP signaling during homeostatic expansion is probably related to the cell proliferation/maintenance of T cells but not to Treg differentiation.

**Figure 3:**
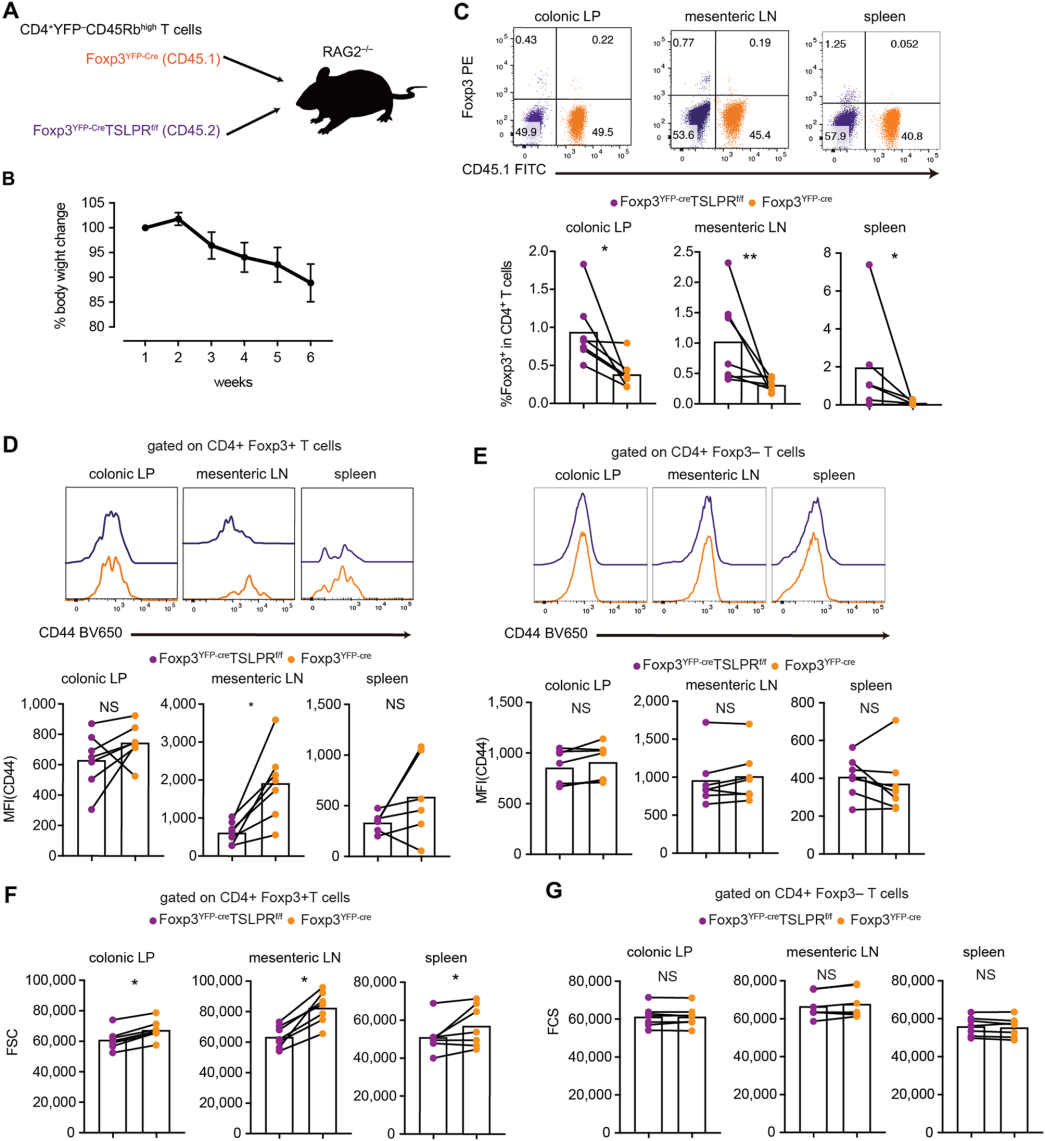
TSLP signaling enhances activation marker expression during experimental colitis in a competitive setting. (**A**–**G**) Adoptive transfer model of colitis. n = 7 from 2 independent experiments. (**A**) The same number of congenically marked naïve CD4^+^ T cells of Foxp3^YFP-Cre^ mice and Foxp3^YFP-Cre^TSLPR^f/f^ mice were injected into RAG2^−/−^ mice. (**B**) Bodyweight changes of the mice. (**C**) Representative FACS plots of Foxp3 vs. CD45.1 (gated on CD4^+^ T cells) in colonic LP, mLN, and spleen and cumulative data of CD4^+^ T cells expressing Foxp3. (**D**) CD44 expression on Treg cells in colonic LP, mLN, and spleen. Representative histograms of CD44 expression (gated on Treg cells) and their cumulative data. (**E**) CD44 expression on non-Treg cells in colonic LP, mLN, and spleen. Representative histograms of CD44 expression (gated on non-Treg cells) and their cumulative data. (**F**) Cell size (forward scatter [FSC]) of Treg cells of Foxp3^YFP-Cre^ mice and Foxp3^YFP-Cre^TSLPR^f/f^ mice in the adoptive transfer model of colitis. (**G**) Cell size (FSC) of non-Treg cells of Foxp3^YFP-Cre^ mice and Foxp3^YFP-Cre^TSLPR^f/f^ mice in the adoptive transfer model of colitis. *P < 0.05, and **P < 0.01 as determined by paired t-test.

We also examined the activation status of transferred T cells of Foxp3^YFP-cre^TSLPR^f/f^ mice. The expression of CD44, an activation marker, was significantly lower in Treg cells derived from Foxp3^YFP-Cre^TSLPR^f/f^ mice than those from Foxp3^YFP-Cre^ mice in mesenteric lymph nodes (Fig. 3D). In contrast, there was no remarkable difference in the expression of CD44 among conventional T cells (Fig. 3E). Because activated lymphocytes generally increase in size^27^, we examined the size of Treg cells in an adoptive transfer model of colitis. Intriguingly, the cell size of TSLPR-deficient Treg cells was smaller than TSLPR-sufficient Treg cells (Fig. 3F), whereas the cell size of conventional T cells was not altered (Fig. 3G). These results suggest that TSLP mediates cell size control and activation in Treg cells.

To further address this issue, naïve CD4^+^ T cells were cultured under iTreg conditions in the presence or absence of TSLP for 3 days, and cell proliferation and cell size were analyzed. Consistent with the results of the adoptive transfer model of colitis, in vitro-induced Treg cells cultured with TSLP proliferated less efficiently and increased in size than control in vitro-induced Treg cells (Fig. 4A,B). In contrast, there was no difference in cell size of non-Treg cells (YFP^−^ cells) in the presence or absence of TSLP in the same culture well (Fig. 4A). To exclude the possibility that the disadvantage in cell proliferation in in vitro-induced Treg cells cultured with TSLP is just due to the induction of cell death, apoptosis was measured by Annexin-V staining. In vitro-induced Treg cells cultured with TSLP showed a comparable Annexin-V positive population to control in vitro-induced Treg cells (Fig. 4C).

**Figure 4:**
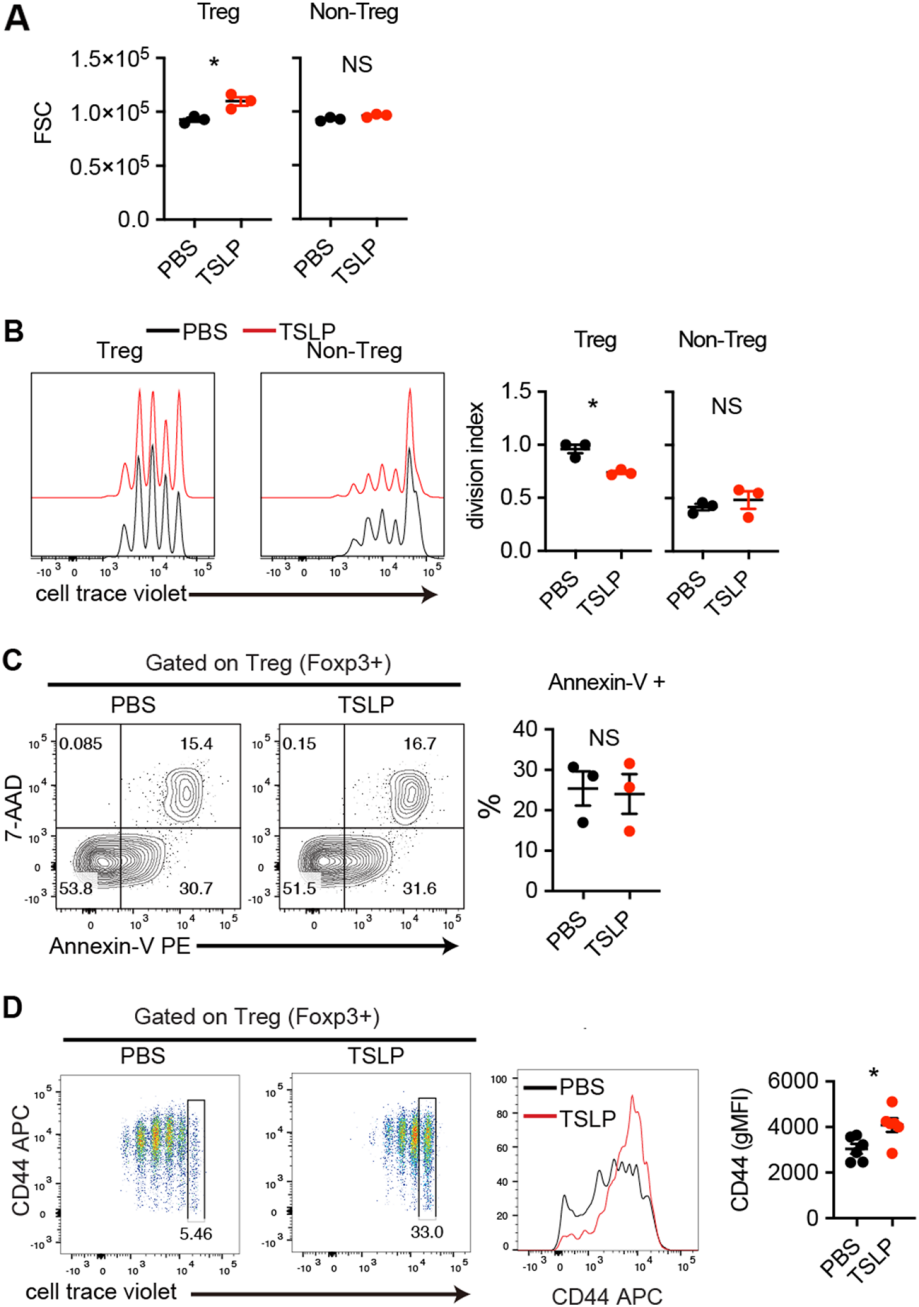
TSLP increases the size of Treg cells. (**A**–**D**) Cell size and cell division by TSLP. Naïve CD4^+^ T cells labeled with CellTrace Violet (CTV) were cultured under iTreg conditions for 3 days in the presence or absence of TSLP. The expression of Foxp3 defines Treg cells. Non-Treg cells are Foxp3^−^ cells in the same samples. n = 3 from 2 independent experiments. (**A**) Cell size determined by FSC of PBS- or TSLP-treated CD4^+^ T cells. (**B**) Left, representative histograms of CTV dilution. Right, cumulative data. (**C**) Apoptosis analysis. In vitro-induced Treg cells were stained with Annexin-V and 7-AAD. Left, representative FACS plots (gated on Treg cells). Right, cumulative data. n = 3 from 2 independent experiments. (**D**) Treg cell activation independent of cell proliferation. CTV-labeled cells cultured in the presence or absence of TSLP. Gated were the cells which did not proliferate and analyzed for the expression of CD44. n = 5 from 2 independent experiments. *P < 0.05 as determined by unpaired t-test.

To determine whether Treg activation by TSLP occurs independently of cell division, CTV-labeled Treg cells were cultured with or without TSLP, and the activation markers were examined for each cell division by flow cytometry. Interestingly, CD44 expression was elevated in the presence of TSLP even in Treg cells that did not undergo cell division (Fig. 4D). These results suggest that TSLP promotes Treg cell activation independent of cell proliferation.

### TSLP stimulation leads Treg cells to increase in size through the activation of mTORC1

It has been shown that TSLP signaling leads to STAT5 phosphorylation^20,21^. STAT5 is critical for cell proliferation; however, our data suggested that TSLP may negatively control cell proliferation. Thus, we speculated that TSLP stimulates signaling pathways other than JAK-STAT pathways. To assess this point, we performed a whole-transcriptome analysis. Treg cells were cultured for 3 h in the presence or absence of TSLP and subjected to RNA-seq analyses. 

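Treg cells of Foxp3 YFP-Cre mice, which carry a yellow fluorescent protein in the Foxp3 locus, were sorted and held for 3 h with 100 ng/mL TSLP or with PBS. There were 2 samples in each group, named PBS 1, PBS 2, TSLP 1 and TSLP 2. The authors mapped single-end reads to the mm10 genome with Hisat2 and counted them on genes with HTSeq. The deposited values are these counts divided by a size factor per library, from 0.957 to 1.0615, with no filter on low counts. Every value of a library was a whole multiple of a single step (100% of the values lay within 0.01 of a whole number), so that the reads on genes could be recovered. They came to 11328132 in PBS 1, 10724392 in PBS 2, 11761234 in TSLP 1 and 10271571 in TSLP 2. Of 24418 genes listed, 13945 had a read in at least 1 library. No reads on a gene allow up to 3 reads, or 0.255 to 0.292 cpm (reads scaled to the total on genes of a library). This limit covers counting error only, since PCR copies of a molecule were counted as reads. Expression was compared with limma on log2(normalized count + 1) over the 11392 genes with a normalized count of at least 10 in at least 2 libraries. Log2 fold changes are TSLP against PBS on this scale, which understates the change of genes with few reads. edgeR and DESeq2 were run on the recovered reads as alternatives. Leaving out a library leaves 1 in its group, so values obtained in this way carry no test. The libraries differed from one another with the length of genes. Over 2679 genes with a mean of at least 1000 reads, the log2 ratio of PBS 1 to the mean of the other 3 libraries fell with exon length (Spearman rho of −0.657 across genes, which are not independent replicates). It rose with exon length in PBS 2 (0.569), TSLP 1 (0.399) and TSLP 2 (0.303), each set against the other libraries, PBS 1 included. The difference between the means of TSLP and PBS rose with exon length too (rho of 0.520).

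**Figure D1:**
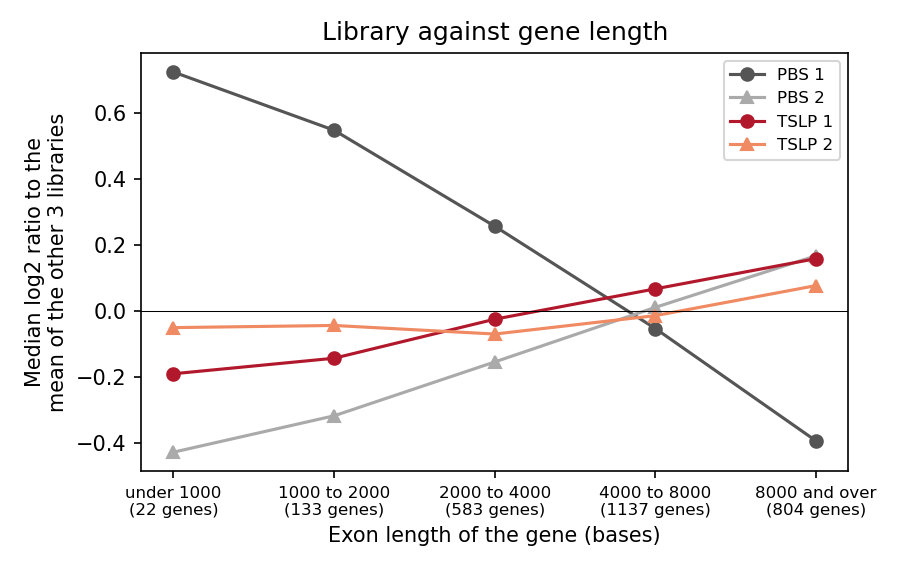
Median log2 ratio of each library to the mean of the other 3 libraries (vertical axis) in classes of exon length in bases (horizontal axis), over genes with a mean of at least 1000 reads, with the number of genes under each class. The points of PBS 1 fall from 0.73 in genes under 1000 bases to −0.39 in genes of 8000 bases and over.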

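By limma with Benjamini-Hochberg adjustment, 0 of 11392 genes had an adjusted p under 0.05 between TSLP-stimulated and PBS-stimulated Treg cells, and the smallest adjusted p was 1.00. An unadjusted p under 0.05 was found for 192 genes, where 569.6 would have it by chance, with 88 of the 192 higher and 104 lower with TSLP. Of these genes, 123 changed over 2-fold, 52 of them higher and 71 lower. The choice that moved this number most was the filter on low counts, without which 261 genes passed both limits, 135 higher and 126 lower. DESeq2, which the paper names, gave 0 genes at an adjusted p under 0.05 after Benjamini-Hochberg adjustment, 286 genes at an unadjusted p under 0.05 and 249 of these over 2-fold. Both TSLP libraries lay above both PBS libraries in 1653 genes and below them in 1641. Together these are 28.9% of the genes tested, where chance gives 33.3%. Klc4 and Vangl2 were among the 5 falling genes with the smallest p by edgeR, and Wisp1 was among the 5 rising ones. The normalized count of Klc4 was 576 ± 89.4 (SD, n = 2) with PBS and 266 ± 19.5 (SD, n = 2) with TSLP. Its log2 fold change was −1.105 (standard error 0.30, unadjusted p = 0.00462, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment). Vangl2 had a normalized count of 133 ± 17.2 (SD, n = 2) with PBS and 32.5 ± 4.62 (SD, n = 2) with TSLP, and Wisp1 had 74.8 ± 2.50 and 209 ± 63.8. Their log2 fold changes were −2.002 (standard error 0.61) and 1.44 (standard error 0.48), with unadjusted p = 0.00927 and 0.0144 and adjusted p = 1.00 for both by limma with Benjamini-Hochberg adjustment. Each of the 3 genes had no overlap between the groups, and the other 7 genes chosen in this way are labelled in Fig. 5A.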

The expression of several genes was altered by TSLP stimulation (Fig. 5A). 

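To test the JAK-STAT signaling pathway as a whole, a list of 151 genes was assembled by hand after the KEGG pathway. No reads over the limit of 3 were found in either group for 49 of its genes, most of them cytokine genes, and 87 passed the filter on low counts. Their median log2 fold change was 0.08, with 49 genes higher and 38 lower with TSLP. Without TSLP 1 the median was −0.01, and over the 4 fits that each left out a library it ranged to 0.17. The list was not shifted against the other genes by limma's camera with a preset correlation between genes (two-sided p = 0.115, or 0.345 with Benjamini-Hochberg adjustment over 3 lists). None of these 3 lists, for JAK-STAT, mTOR and STAT5 targets, reached p = 0.05 by camera with the preset correlation. The same held with an estimated correlation (p = 0.446 for this list) and with fry (p = 0.519). The alternative that moved it most towards a call was preranked GSEA on the DESeq2 Wald statistic, a permutation test across genes, which gave p = 0.0260 (normalized enrichment score 1.40, and 0.0781 with Benjamini-Hochberg adjustment over 3 lists). Only 2 members had an unadjusted p under 0.05 by limma, Ccnd2 and Il13, and 0 had an adjusted p under 0.05 after Benjamini-Hochberg adjustment, either over all genes or adjusted over the list alone. Ccnd2 rose from a normalized count of 2584 ± 154 (SD, n = 2) to 3650.3 ± 127 (SD, n = 2), a log2 fold change of 0.50 with a standard error of 0.21. Il13 had no reads with PBS and 25 and 29 reads with TSLP, at least 9.11-fold higher if counting error alone is allowed for. A shorter list held 12 genes known to be induced through STAT5, namely Cish, Socs1, Socs2, Socs3, Pim1, Pim2, Bcl2, Bcl2l1, Il2ra, Osm, Ccnd2 and Myc. With TSLP 4 of them were higher and 8 lower, with a median log2 fold change of −0.06 and an adjusted p = 0.638 from limma's camera with Benjamini-Hochberg adjustment over 3 lists. The direction of the camera test was higher with TSLP, opposite to the median, and neither was a call. This median changed its sign with the library left out, from −0.32 without PBS 2 to 0.19 without PBS 1. These genes were higher in replicate 1 than in replicate 2, with a median log2 ratio of 0.44 with PBS and 0.28 with TSLP. Leaving out a library unbalances the replicate numbers, which by itself moves the median. The only member of this list with an unadjusted p under 0.05 was Ccnd2 (unadjusted p = 0.0411 by limma, and 0.494 with Benjamini-Hochberg adjustment, adjusted over the list alone). Over 12 settings the unadjusted p of Ccnd2 ranged from 0.0272 to 0.0819 by limma, edgeR or DESeq2, and it was under 0.05 in 6 of them. Cish, a direct STAT5 target, had 4357 and 2718 reads with PBS and 4047 and 2679 with TSLP, a difference within the spread between replicates.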

As expected, KEGG-pathway analysis showed that the JAK-STAT signaling pathway was enriched in TSLP-stimulated Treg cells. In addition, mTOR signaling pathway was enriched, although the p value did not reach the statistical significance (p = 0.11) (Fig. 5B).

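For the mTOR signaling pathway, a list of 54 genes was assembled by hand after the KEGG pathway, and 45 of them passed the filter on low counts. Their median log2 fold change was 0.07, with 25 genes higher and 20 lower with TSLP, and limma's camera gave a two-sided, unadjusted p = 0.350 (0.525 with Benjamini-Hochberg adjustment over 3 lists). Without PBS 1 the median was −0.02, and the highest median on leaving out a library was 0.09. No member had an unadjusted p under 0.05, and the smallest was 0.0725. In the Reactome set of mTOR signalling, 25 of 27 genes passed the filter, and the direction changed to lower with TSLP (unadjusted p = 0.173 by limma's camera). The members of the list were long, with a median exon length of 6008 bases against 4466 over the genes tested. With the trend of each library over gene length removed, an alternative chosen after seeing the data, the camera p was 0.864. The paper set out from the speculation that TSLP stimulates pathways other than JAK-STAT, and it reports the mTOR pathway as enriched in this comparison with a p-value short of significance.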

**Figure 5:**
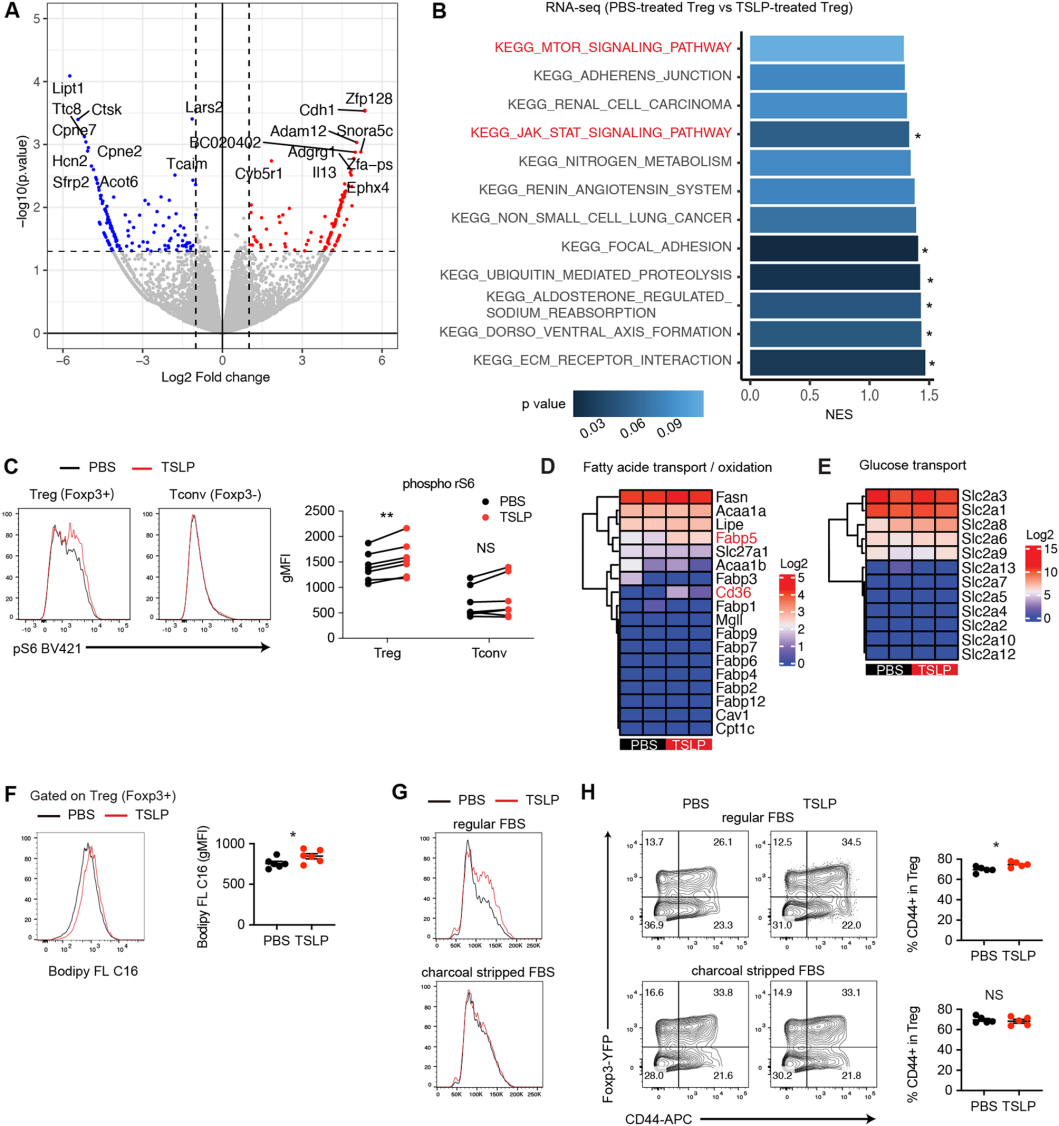
TSLP-stimulated in vitro-induced Treg cells are more dependent on fatty acids. (A) Differentially expressed genes of TSLP-stimulated Treg cells. RNA-seq of PBS- or TSLP-stimulated Treg cells were analyzed. Genes significantly upregulated by TSLP are in red and downregulated are in blue. Symbols of top 20 genes are also labeled. n = 2 for each condition. (**B**) Enriched KEGG pathway of TSLP-stimulated Treg cells. Pathways with P-values less than 0.1 were depicted. Pathways with P-value less than 0.05 were marked with *. (**C**) Phosphorylation of S6 by TSLP. Left, representative histograms. Right, cumulative data of geometric mean fluorescence intensity (gMFI). n = 7 from 4 independent experiments. *P < 0.05 as determined by paired t-test. (**D**,**E**) Heatmaps of fatty acid transport/oxidation-related genes (**D**) and of glucose transport-related genes (**E**) in TSLP-stimulated and PBS-stimulated Treg cells. (**F**) Fatty acid uptake by TSLP. Naive CD4^+^ T cells were cultured under iTreg conditions in the presence or absence of TSLP for 3 days. Cells were pulsed with Bodipy FL C16 for 1 h and subjected to flow cytometry. Representative histograms and cumulative data are shown. n = 6 from 2 independent experiments. (**G**–**H**) Treg cell activation by TSLP in a fatty acid-free medium. Naïve CD4^+^ T cells were cultured under iTreg conditions in the presence or absence of TSLP for 3 days in RPMI medium supplemented with regular FBS or charcoal dextran-treated FBS. Cell size (**G**) and CD44 expression (**H**) of Treg cells were analyzed by flow cytometry. Representative FACS plots (for FSC and CD44) and cumulative data (for CD44) are shown. n = 5 from 2 independent experiments. *P < 0.05 as determined by unpaired t-test.

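All 20 genes labelled in Fig. 5A had reads, and 17 passed the filter on low counts. Snora5c, Ephx4 and Ctsk did not pass. An unadjusted p under 0.05 by limma was found for 16 of the 17, and 0 had an adjusted p under 0.05 with Benjamini-Hochberg adjustment over all genes. With the p-values adjusted over the list alone, 8 passed, which is not independent evidence because the study chose the list on these samples. Over 11 settings by limma, edgeR or DESeq2, Hcn2 had an unadjusted p under 0.05 in 6, and Acot6 and Adgrg1 in 7. Sfrp2 and Il13 had it in 8, and Lipt1, Zfp128, Cdh1 and Adam12 in all 11. With the replicate number as a block, edgeR gave 0.0530 to 0.0932 for Ttc8, Cpne7, Cpne2, Hcn2, Sfrp2 and Acot6. It gave values under 0.05 for Lipt1, Lars2, Tcaim, Zfp128, Cdh1 and Adam12. In 17 of the 20 genes, a group lay at or under the limit of 3 reads in both libraries. PBS was at this limit in 9 of them, which were at least 9.11-fold to at least 16.5-fold higher with TSLP. Without TSLP 2 these bounds ranged from 1.28 to 14.3, the lowest being those of Snora5c (4 and 65 reads with TSLP) and of Ephx4 (10 and 44 reads, at least 3.19-fold). TSLP was at this limit in 8 of them, which were at least 9.36-fold to at least 17.6-fold lower with TSLP. Without PBS 1 the bounds of these genes ranged from 3.02 (Ctsk) to 10.7 (Cpne2), and that of Lipt1 was 5.71. All these bounds allow for counting error of independent reads only. In genes with a mean of 20 to 50 reads, the ratio of variance to mean between replicates was 13.7, so the changes may be smaller than the bounds. No library had over 91 reads on any of these 17 genes, and in 6 of the 8 lower genes PBS 1 had over 3 times the reads of PBS 2. Genes with at most 1 read in each library of a group and at least 20 in each of the other numbered 18 between TSLP and PBS. They numbered 26 between replicates 1 and 2, and 18 between PBS 1 with TSLP 2 and the others. Lipt1 had 91 and 17 reads with PBS and 0 reads in both TSLP libraries. Zfp128 had 0 reads in both PBS libraries and 45 and 36 reads with TSLP. The remaining 3 genes, Cyb5r1, Tcaim and Lars2, were read in every library. The normalized count of Cyb5r1 rose from 64.6 ± 10.5 (SD, n = 2) to 235 ± 61.3 (SD, n = 2), and that of Tcaim fell from 221 ± 34.2 to 63.3 ± 17.1. The log2 fold changes were 1.83 (standard error 0.48) for Cyb5r1 and −1.805 (standard error 0.49) for Tcaim, both with adjusted p = 1.00 by limma with Benjamini-Hochberg adjustment. Lars2 had 5840 and 2774 reads with PBS and 1721 and 2110 with TSLP, a log2 fold change of −1.07 (standard error 0.33). This value rested on PBS 1, without which it was −0.55. The median of the 17 genes tested, which is the value of Lars2, moved with it.

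**Figure D2:**
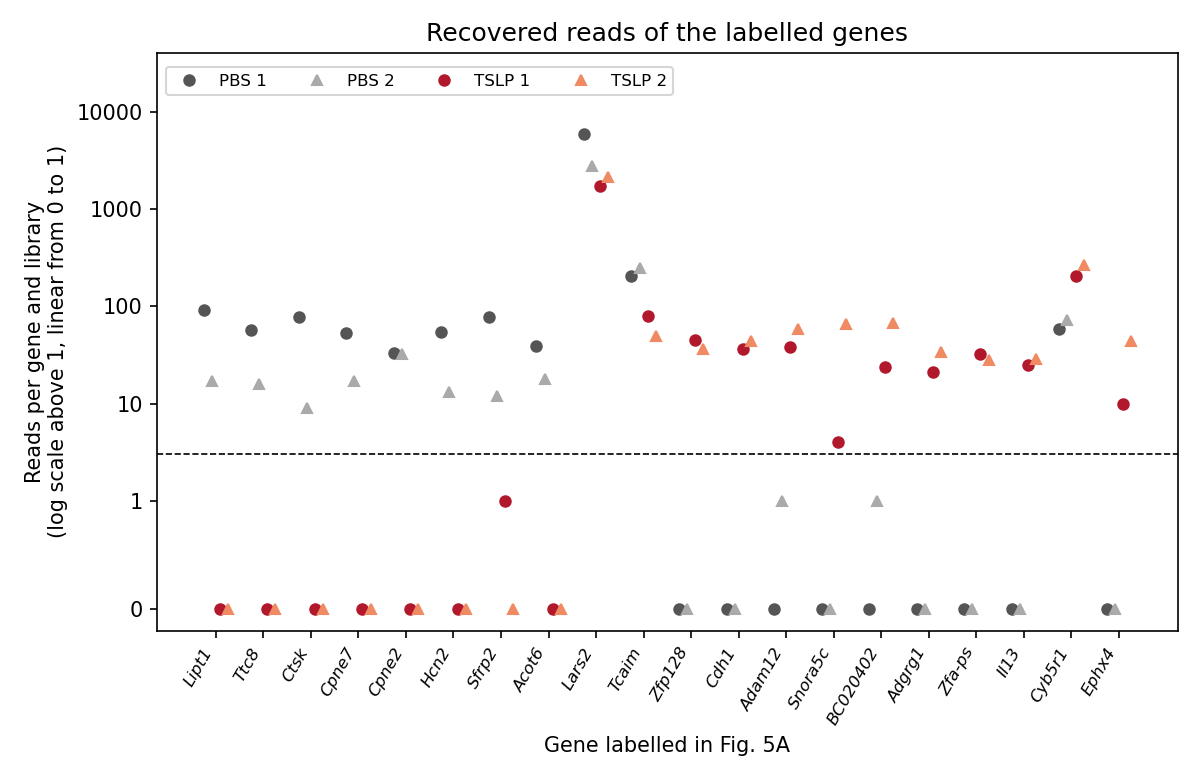
Recovered reads per library (vertical axis, logarithmic above 1 and linear from 0 to 1) on each of the 20 genes labelled in Fig. 5A (horizontal axis), with a point for each PBS and TSLP library and a dashed line at 3 reads. In 8 genes both TSLP libraries, and in 9 genes both PBS libraries, lie at or under the line.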

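Of the 18 genes related to fatty acid transport and oxidation in Fig. 5D, 10 lay at or under 3 reads in both groups and 6 passed the filter on low counts. Fabp5 was the only one of the 6 with an unadjusted p under 0.05 by limma, and 0 had an adjusted p under 0.05 with Benjamini-Hochberg adjustment, either over all genes or adjusted over the list alone. Fasn, the gene with the most reads, had a normalized count of 3700.5 ± 288 (SD, n = 2) with PBS and 4536 ± 499 (SD, n = 2) with TSLP. Its log2 fold change of 0.29 had a standard error of 0.22. Lipe and Acaa1a moved by 0.37 and 0.08, and Slc27a1 moved by −0.80. In Acaa1b the libraries of a group differed more than the groups did, with 67 and 6 reads with PBS and 12 and 1 with TSLP. Its log2 fold change was −2.10, and −0.48 without PBS 1. Fabp3 had 25 reads in PBS 1 and 0 reads in each other library. Without TSLP 2 the median of the 6 genes fell from 0.19 to 0.09. Of the 12 genes related to glucose transport in Fig. 5E, 7 lay at or under 3 reads in both groups, 5 passed the filter and 0 had an unadjusted p under 0.05. Slc2a8 came closest, with 67 and 158 reads in the PBS libraries and 195 and 222 in the TSLP libraries. It had a log2 fold change of 1.02 (standard error 0.52, unadjusted p = 0.0833, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment), and of 0.38 without PBS 1. Over 12 settings its unadjusted p ranged from 0.0441 to 0.152 by limma, edgeR or DESeq2, with 1 of them under 0.05, and its adjusted p with Benjamini-Hochberg adjustment was 0.983 to 1.00. Slc2a1 and Slc2a3, the glucose transporter genes with the most reads, had log2 fold changes of −0.14 and 0.03. The sign of Slc2a3 was negative by DESeq2 and edgeR. The median of the 5 genes was 0.17, and −0.26 without PBS 2.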

It has been shown that cell size but not cell proliferation is controlled by mTORC1 signaling^28^. Thus, we hypothesized that TSLP-mediated modification of Treg function is regulated by mTORC1 activation. To confirm TSLP-mediated mTORC activation, cells from mesenteric lymph nodes were stimulated in the presence or absence of TSLP for 5 min, and the level of phospho-S6, a well-known downstream target of mTORC1, was analyzed by flow cytometry. Consistent with previous reports^29,30^, Treg cells displayed a higher S6 phosphorylation level than conventional T cells (Fig. 5C). Importantly, TSLP induced S6 phosphorylation in Treg cells but not in conventional T cells (Fig. 5C). These results suggest that TSLP increases the size of Treg cells through the activation of mTORC1 pathways.

### TSLP enhances fatty acid uptake to maintain the activated phenotype in Treg cells

Recent studies have revealed that Treg cells preferentially utilize fatty acids rather than glucose^31^ and that fatty acid oxidation (FAO) is an essential metabolic process to acquire Treg cell suppressive function^32–35^. Considering that TSLP induced the activation of mTORC1 pathways and mTORC1 is an important regulator of cell metabolism, we hypothesized that TSLP changes the metabolic status of Treg cells. 

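Fabp5 encodes a fatty acid binding protein and lies on chromosome 3 of mm10 (GRCm38) from 10012548 to 10016607, on the forward strand. It had 62 and 39 reads with PBS and 162 and 117 reads with TSLP, so that both TSLP libraries lay above both PBS libraries. Its normalized count was 49.6 ± 14.9 (SD, n = 2) with PBS and 137 ± 21.5 (SD, n = 2) with TSLP. The log2 fold change was 1.48 (standard error 0.57, unadjusted p = 0.0289, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment). Over the 6 tested genes of Fig. 5D, its p adjusted over the list alone was 0.173 by limma with Benjamini-Hochberg adjustment. Leaving out each library in turn gave values from 1.17 to 1.78. Fabp5 has processed pseudogenes with which its reads could be shared, Gm6166 on chromosome 9 and Fabp5l2 on chromosome 18, and no value of either was used here. Cd36 encodes a fatty acid translocase and lies on chromosome 5 from 17781690 to 17888801, on the reverse strand. It had 0 reads in both PBS libraries, 17 reads in TSLP 1 and 2 reads in TSLP 2, so that TSLP 2 lay within the limit of 3 reads. Its normalized count with TSLP was 9.05 ± 9.85 (SD, n = 2), at least 3.06-fold higher than the limit in PBS. This bound rested on TSLP 1. Cd36 did not pass the filter on low counts, and without the filter it had a log2 fold change of 2.86 (unadjusted p = 0.126, adjusted p = 0.983 from limma with Benjamini-Hochberg adjustment). Over the settings tried, its adjusted p with Benjamini-Hochberg adjustment was 0.978 to 1.00 by limma, edgeR or DESeq2. Without TSLP 1 the log2 fold change was 1.63.

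**Figure D3:**
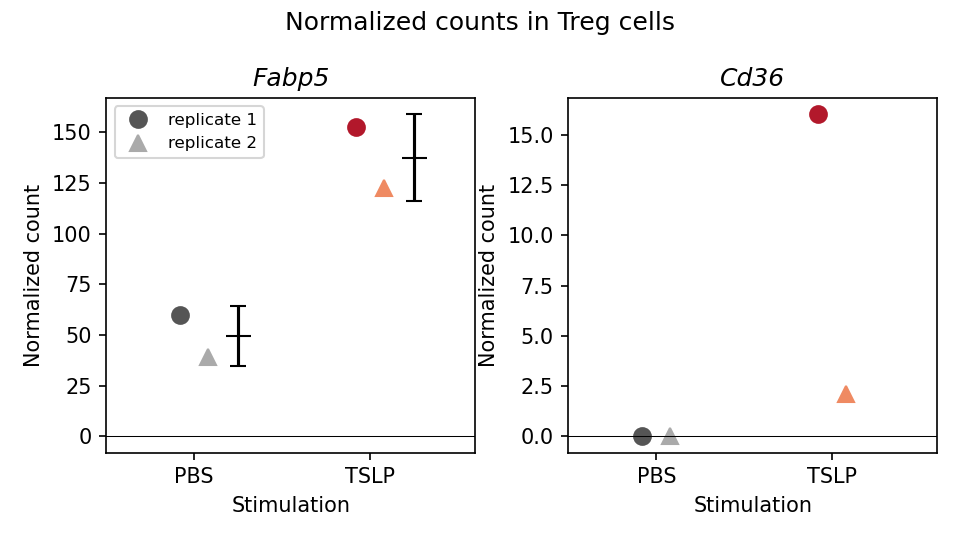
Normalized counts (vertical axes) of Fabp5 and Cd36 in Treg cells with PBS or TSLP (horizontal axes), with a point per library and, for Fabp5, the mean and SD of the 2 libraries of a group as bars. The means of Fabp5 are 49.6 and 137, and TSLP 1 is the only library with over 3 reads on Cd36.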

First, we analyzed fatty acid uptake because some fatty acid transporter-related genes (e.g., *Cd36* and *Fabp5*) were upregulated by TSLP stimulation (Fig. 5D,E and Supplementary Fig. 5). Naïve CD4^+^ T cells were cultured under iTreg conditions in the presence or absence of TSLP for 3 days, and then cells were pulsed with 1 µM bodipy FL C16 (palmitic acid) for 1 h. We found that the uptake of fluorescent-labeled palmitic acid was significantly elevated in TSLP-stimulated in vitro-induced Treg cells compared to that in control in vitro-induced Treg cells (Fig. 5F).

Next, we cultured in vitro-induced Treg cells in a medium supplemented with charcoal-stripped fetal bovine serum instead of regular bovine serum. Since charcoal dextran treatment efficiently removes fatty acids, this experiment allowed us to assess the role of fatty acids in TSLP-mediated cell growth and Treg activation. We found that upon TSLP stimulation, the size of in vitro-induced Treg cells was increased in the regular medium but not in the medium with charcoal-stripped FBS (Fig. 5G). We next analyzed the expression of CD44 on in vitro-induced Treg cells in the fatty acid-reduced conditions. We found that TSLP treatment significantly increased the expression of CD44 in the regular medium but not in the medium with charcoal-stripped FBS (Fig. 5H). These results suggest that TSLP-stimulated in vitro-induced Treg cells are more dependent on fatty acids.

## Discussion

In this study, we uncover the previously unknown roles of TSLP in regulating Treg cell function. We found that the majority of colonic peripheral Treg cells expressed functional TSLP receptors. The loss of TSLPR on T cells or Treg cells did not affect Treg cell differentiation, but TSLPR-deficient Treg cells decreased in size and expressed lower activation markers in an adoptive transfer model of colitis. Mechanistically, TSLP signaling increased cell size and enhanced fatty acid uptake in Treg cells. This cell metabolic status change might be beneficial in a fatty acid-rich environment such as the large intestine.

There is accumulating evidence suggesting Treg cells are fit to adapt to tissues where they are located. This event seems to be regulated by cells comprised of the tissues, such as epithelial cells and stromal cells^36^. As both epithelial cells and Treg cells maintain tissue homeostasis, it is plausible that these cells closely communicate with each other. Although it has been reported that IL-33 secreted from epithelial cells and immune cells is important for Treg cell-mediated immune responses in the tissues^5,9,37^, the role of TSLP in Treg cell function and differentiation is controversial. There are several reports showing TSLP promotes Treg cell differentiation and proliferation during tissue inflammation and infection^12,15,38^. On the other hand, Lei et al. have reported that TSLP interferes with antigen-specific Treg cell differentiation during allergic airway inflammation, breaking mucosal tolerance^26^. They transferred OVA-specific naïve CD4^+^ T cells (either TSLPR-sufficient or -deficient) to WT mice and sensitized them with OVA in the presence of TSLP. They found fewer OVA-specific Treg cells in lung draining lymph nodes of mice receiving TSLPR-deficient naïve CD4^+^ T cells, and TSLP-mediated decrease of Treg cells was cell-intrinsic. They also showed that Treg cell differentiation was diminished when cells were cultured with TSLP in vitro, thus concluding that TSLP disturbs antigen-specific Treg cell generation. Their study looked at the percentage of Foxp3^+^ cells in CD4^+^ T cell population, but they did not analyze Treg cell proliferation at a single-cell level. As we observed less proliferation of TSLP-conditioned Treg cells, it is possible that TSLP suppressed OVA-specific Treg cell proliferation after Treg cell commitment but did not hamper OVA-specific Treg cell differentiation during allergic airway inflammation. Another explanation would be that most of the data supporting TSLP’s positive role in Treg cell function were obtained from skin and intestine samples. So, it is also possible that TSLP regulates Treg cell function, differentiation, and proliferation in a site-specific or context-specific manner. Further studies are required to address this point.

Initially, it was shown that TSLP activates STAT5 in murine lymphocytes^39^, but unbiased RNA-sequence data of pathogenic T helper 2 (Th2) cells revealed that TSLP-mediated repression of Bcl-6 in Th2 cells is STAT5 independent^40^. Also, previous phospho-proteome analysis in a murine B cell line showed that TSLP mediates cell proliferation by activating several PI3 kinases, Src family kinases, and Btk in addition to STATs^41^. These results indicate that TSLP activates multiple signaling pathways in murine lymphocytes. We found that TSLP induced S6 phosphorylation, thus indicating the activation of mTORC1 signaling. Our current study is the first report showing that TSLP activates the mTORC1 pathway in murine CD4^+^ T cells, although it has been reported that TSLP promotes the phosphorylation of S6 and 4E-BP1 in pre-B cell lymphoma^42^. Importantly, mTORC1 activation by TSLP was dominantly observed in Treg cells (Fig. 5C), whereas STAT5 phosphorylation level was comparable between Treg cells and conventional T cells (Fig. 1F and Supplementary Fig. 2). This difference might be explained by the combination of signaling pathways, which each cell subset uses upon TSLP stimulation. Further study, such as unbiased phospho-protein analysis, is required; however, it is plausible that the molecular events under the TSLP receptor in each cell subset are highly diverse, and these benefits maintain homeostasis.

The roles of mTOR signaling in Treg cells are highly complicated. Early studies suggested that mTOR inhibition impairs Treg cell differentiation and expansion in vitro^43^ and in vivo^44^. However, Treg cells exhibit higher mTOR activation than conventional T cells (Fig. 5C)^29,30^, and mTOR activation is required for Treg function in vivo^30^. These findings suggest that mTOR signaling requirement in Treg cells depends on the model. A recent study showed that chronic mTOR inhibition resulted in inflammation and impaired Treg cell function in mucosal sites^45^. Mechanistically, mTOR activation in Treg cells is coupled with IRF4 induction and mitochondrial metabolism. They analyzed metabolites in Treg cells and found that activated effector Treg cells exhibit higher mitochondria-dependent energy production. In our study, TSLP-deficient Treg cells generated in RAG2^−/−^ mice expressed lower CD44 (Fig. 3D), and TSLP treatment upregulated CD44 expression in in vitro-induced Treg cells in a regular medium but not in a fatty acid-reduced medium (Fig. 5H). Also, TSLP stimulation enhanced the phosphorylation of mTORC1 (Fig. 5C). These results indicate that fatty acids are fueled to mitochondria to produce energy in TSLP-treated in vitro-induced Treg cells.

The abundance of fatty acids in the tissue may be important. A fascinating study shows the importance of dietary palmitic acid in IgA production^46^. They gave either palmitic acid-rich oil or regular oil to mice for 2 months and then measured the amounts of IgA and palmitic acid in the intestine and the serum. They found that the concentration of palmitic acid in the intestine was higher in mice fed on palmitic acid-rich oil than in mice fed on regular oil. On the other hand, there was no difference in the concentration of palmitic acid in the serum between the two groups. These findings suggest that fatty acids from the intestinal lumen affect the cells only in the intestine. So, it is reasonable that TSLP lets colonic Treg cells utilize fatty acids rather than glucose in the large intestine, especially during inflammatory conditions. It will be interesting to examine the abundance of metabolites used in Treg cells in various situations and tissues.

The effects of TSLP on the proliferation of Tregs and conventional T cells appear to be distinct. TSLPR deficiency in Treg cells had a positive effect on cell proliferation (Fig. 3C), while TSLPR deficiency in conventional T cells caused a significant decrease in cell expansion (Supplementary Fig. 4D). Possible explanations for this difference include the difference in the signaling pathways activated by TSLP. Our findings indicated that TSLP activates both STAT5 and mTOR in Treg cells, whereas TSLP activates STAT5 but not mTOR in conventional T cells (Fig. 5C and data not shown). We also consider the possibility that differences in the types of cytokines that affect cell division between Treg and conventional T cells may be involved. In particular, Treg cells require IL-2 for their differentiation and proliferation^47^, whereas conventional T cells are relatively less dependent on IL-2. Conventional T cells may be able to proliferate without IL-2 but with the stimulation of cytokines that activate STAT5, such as TSLP. These could explain the observed difference in the effect of TSLP on cell proliferation between Treg cells and conventional T cells in the adoptive transfer model. To our interest, there was no significant effect of Treg reduction by TSLP when naïve CD4^+^ T cells were cultured in the presence of TSLP from the beginning under iTreg conditions (Fig. 5H). Based on these data and the results of transfer experiments of CD4^cre^TSLPR^f/f^ mice into RAG2-deficient mice (Supplementary Fig. 4D), it is possible that the effect of TSLP on Treg reduction is more pronounced after Treg cell differentiation and is diminished by TSLP exposure prior to Treg cell differentiation.

In the current study, we did not investigate the suppressive function of TSLP-stimulated Treg cells. It should be determined whether TSLP-stimulated Treg cells that upregulate CD44 and cell size have superior suppressive function. Also, it would be interesting to analyze the suppressive function of TSLP-stimulated Treg cells under nutrient-restricted conditions. Another limitation is that we have not performed in vitro experiments on activation and fatty acid requirements using ex vivo Treg cells. Several studies have reported the differences between in vitro-induced Treg cells and ex vivo Treg cells^48^. Further studies are required to confirm the link between TSLP and Treg cell activation through fatty acid uptake, even in vivo situations. Overall, our current study revealed the importance of TSLP signaling in Treg cells in the large intestine. TSLP modulates the fatty acid utilization resulting in the activation of Treg cells. This study will help understand the relationship between epithelial cells and Treg cells, thus supporting the development of a novel therapeutic target for inflammatory diseases.

## Materials

### Mice

C57BL6/J (CD45.2) mice were purchased from Japan Clea (Tokyo, Japan). RAG2^−/−^ mice (008449), CD45.1 mice (002014), CD4^Cre^ mice (022071), and Foxp3^YFP-Cre^ mice (016959)^49^ were purchased from Jackson Laboratory (Bar Harbor, ME). TSLPR floxed mice were described previously^50^. Sex-matched mice aged 8–12 weeks were used. Mice were housed in specific pathogen-free facilities. All experiments were approved by the Animal Care and Use Committee at Chiba University (approval numbers: A4-53 and A4-58). All experiments were performed in accordance with relevant guidelines and regulations. The study was carried out in compliance with the ARRIVE guidelines. At the end of experiments, mice were expertly euthanized by cervical dislocation method for sample collection.

### Reagents

Anti-TSLP polyclonal antibody (cat# PA5-20321, RRID:AB_11156395), anti-IL-17Rb-eFluor660 (MUNC33, Cat# 50-7361-82, RRID:AB_2574289), anti-Foxp3-PE (Cat# 12-5773-82, RRID:AB_465936), -Alexa Fluor488 (Cat# 53-5773-82, RRID:AB_763537), or -Alexa Fluor700 (Cat# 56-5773-82, RRID:AB_1210557) (FJK-16 s), Bodipy FL C16, and Cell Trace Violet were purchased from Thermo Fisher Scientific (Waltham, MA). Anti-rabbit IgG-Alexa Fluor488 (Cat# 4412, RRID:AB_1904025) was from Cell Signaling Technology (Danvers, MA). Anti-CD4-V450 (Cat# 560468, RRID:AB_1645271, RM4-5), anti-pStat5-Alexa Fluor647 (47/Stat5, Cat# 612599, RRID:AB_399882), and anti-RORγt-Alexa Fluor647 (Cat# 562682, RRID:AB_2687546) or -BV421 (Cat# 562894, RRID:AB_2687545) (Q31-378) were from BD (San Jose, CA). Anti-CD3ε-PerCP (Cat# 100325, RRID:AB_893319) or -Alexa Fluor700 (Cat# 100216, RRID:AB_493697) (145-2C11), anti-CD4-APC-fire750 (Cat# 100568, RRID:AB_2629699) or -BV785 (Cat# 100552, RRID:AB_2563053) (RM4-5), anti-CD4-PE-Cy7 (Cat# 100422, RRID:AB_312707, GK1.5), anti-CD8-APC (Cat# 100711, RRID:AB_312750, 53–6.7), anti-CD45.1-Pacific Blue (Cat# 110722, RRID:AB_492866) or -FITC (Cat# 110706, RRID:AB_313495) (A20), anti-CD45.2-APC-Cy7 (Cat# 109824, RRID:AB_830789, 104), anti-CD127-PE (Cat# 135010, RRID:AB_1937251, A7R34), anti-CD44-BV650 (Cat# 103049, RRID:AB_2562600, IM7), -APC (Cat# 103012, RRID:AB_312963) or -PerCP-Cy5.5 (Cat# 103032, RRID:AB_2076204), anti-CD62L-PE (Cat# 104408, RRID:AB_313095, MEL-14), anti-ST2-BV421 (Cat# 145309, RRID:AB_2565634, DIH9), anti-TSLP-R-biotin (Cat# 151804, RRID:AB_2650790, 22H9), anti-Helios-PE (Cat# 137216, RRID:AB_10660749), -PE-Dazzle (Cat# 137232, RRID:AB_2565797), or -Alexa Fluor488 (Cat# 137223, RRID:AB_10661895) (22F6), anti-pS6-BV421 (Cat# 608610, RRID:AB_2814451, A17020B), Zombie aqua, Zombie NIR, streptavidin-BV421, and Annexin-V-PE were from BioLegend (San Diego, CA).

### Flow cytometry

For cytokine staining, cells were stimulated with phorbol 12-myristate 13-acetate (PMA)(20 ng/mL) and ionomycin (1 µg/mL) for 4 h in the presence of monensin (2 µM). After cell stimulation, cells were fixed and permeabilized with Fixation and Permeabilization Solution and Perm/Wash buffer (BD). Intracellular staining was conducted using Foxp3 intracellular staining reagents from Thermo Fisher Scientific. Phosphorylated Stat5 and ribosomal S6 were detected as previously described^51^. An apoptosis assay was performed as described elsewhere^51^. Flow cytometric analyses were performed on FACS Canto II, FACS LSR Fortessa X-20, or FACS LSR-II (BD) with FlowJo software (BD).

### DSS-induced colitis

Experimental colitis was induced with 2.5% DSS (MP Biomedicals, Irvine, CA) in the drinking water for 4 days, followed by normal water. Mice were weighed daily and sacrificed on Day 10. The colons were isolated, and the lamina propria cells were prepared as previously described^51^.

### Adoptive transfer model of colitis

An adoptive transfer model of colitis was performed as previously described^52^ with some modifications. Briefly, CD4^+^ T cells were magnetically sorted using a MojoSort Mouse CD4 T Cell Isolation Kit (BioLegend). CD4^+^ CD25^−^ CD45Rb^high^ cells were further sorted by an SH800 cell sorter (SONY, Tokyo, Japan) (Supplementary Fig. 6). Cells were injected intraperitoneally into RAG2^−/−^ mice (4 × 10^5^ cells/mice). Mice were weighed twice a week and sacrificed 4–6 weeks after the cell transfer. The colons and the mesenteric lymph nodes were collected and subjected to cell analysis.

### Cell culture

Naïve CD4^+^ T cells (CD4^+^ CD44^−^ CD62L^+^) were purified from the lymph nodes and the spleen with an SH800 cell sorter (Supplementary Fig. 7) following magnetic CD4^+^ T cell sorting and were rested in 1% BSA in PBS for at least 6 h. Cells were then cultured with plate-bound anti-CD3ε mAb (1 µg/mL) (Cat# 100363, RRID:AB_2632704, 2C11, BioLegend), anti-CD28 mAb (1 µg/mL) (Cat# 102102, RRID:AB_312867, 37.51, BioLegend), anti-IFNγ mAb (5 µg/mL) (Cat# 505802, RRID:AB_315396, XMG1.2, BioLegend), anti-IL-4 mAb (5 µg/mL) (Cat# 504102, RRID:AB_315316, 11B11, BioLegend), and recombinant human TGF-β (1 ng/mL) (R&D Systems, Minneapolis, MN) for 3 days (iTreg conditions). Where indicated, TSLP (100 ng/mL) (R&D Systems) or PBS was added to the culture medium. RPMI1640 medium (Sigma-Aldrich, St. Louis, MO) supplemented with charcoal dextran treated FBS (Cytiva, Marlborough, MA) were used in Fig. 5F,G.

### Immunohistochemistry

The formalin-fixed, paraffin-embedded samples were subjected to immunohistochemistry. For antigen retrieval, the slides were boiled in the citrate buffer for 5 min. After washing, the slides were blocked with 5% BSA overnight at 4˚C in a humid chamber. A primary antibody to TSLP or isotype control (10 µg/mL) was applied to the slides and incubated for 1 h at room temperature. The slides were then washed and incubated with anti-rabbit IgG-Alexa Fluor488 (5 µg/mL) for 1 h at room temperature in a dark place. Nuclear DNA was counterstained with DAPI, and the data were acquired with LSM710 (ZEISS, Oberkochen, Germany).

### RNA-seq analysis

Treg cells harvested from spleens and lymph nodes of Foxp3^YFP-Cre^ mice were subjected to the experiment (Supplementary Fig. 8). Sorted Treg cells were stimulated with or without 100 ng/mL TSLP for 3 h. Total RNA was purified with a Trizol reagent (Thermo Fisher Scientific). RNA-seq libraries were prepared using a NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB). Sequencing was performed on an Illumina HiSeq1500 (Illumina) in a 50-base single-end mode. Obtained reads were mapped on mm10 genome by Hisat2. HTSeq (v1.99.2) was used to obtain gene expression data. DESeq2 (v1.34.0) and clusterProfiler (v4.2.2) were used for further analysis. KEGG database^53^ was used for the enrichment analysis.

### Quantitative PCR analysis

The expressions of genes related to fatty acid transport were verified under the same experimental conditions as for RNA-seq analysis by quantitative PCR analysis. Total RNA was purified with a Trizol. cDNA was prepared using a SuperScript III (Thermo Fisher Scientific). The expression levels of *Cd36* and *Fabp5* were determined using an ABI StepOnePlus instrument (Applied Biosystems, Bedford, MA). PCR primers are as follows: Cd36 forward, 5’- GGACATTGAGATTCTTTTCCTCTG-3’; Cd36 reverse, 5’- GCAAAGGCATTGGCTGGAAGAAC-3’; Fabp5 forward, 5’-GACGACTGTGTTCTCTTGTAACC-3’; Fabp5 reverse, 5’- TGTTATCGTGCTCTCCTTCCCG-3’; β-actin forward, 5′-GCTCTGGCT CCTAGCACCAT-3′; β-actin reverse, 5′-GCCACCGATCCACACAGA GT-3′. 

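The primers for Cd36 and Fabp5 were placed on the mouse genome mm10 (GRCm38) with the GENCODE annotation, release M21. In transcript Cd36-201, the forward primer lies in exon 9 of 15, on chromosome 5 from 17798239 to 17798262, and the reverse primer in exon 10, from 17797100 to 17797122. Both sites are in the coding sequence, and the primers lie in different exons, so that the product of 118 bases spans a splice junction. This product is given by 5 of the 6 annotated transcripts of Cd36, and neither primer matches a transcript of another gene. In transcript Fabp5-201, the forward primer lies in exon 2 of 4, on chromosome 3 from 10015074 to 10015096, and the reverse primer in exon 3, from 10015522 to 10015543, both in the coding sequence. The product has 142 bases from Fabp5-201 and 470 bases from Fabp5-202. The reverse primer of Fabp5 also matches the transcript of its processed pseudogene Gm6166, on chromosome 9 from 57483963 to 57484371, which the forward primer does not match.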

The levels of target genes were normalized to the levels of β-actin.

### Statistical analysis

Data are presented as means with SEM. Prism 9 (GraphPad, San Diego, CA) was used for data analysis. Unpaired and paired t-tests were used to compare the two groups. Paired data were connected by a line. P values < 0.05 were considered statistically significant.

## Supplementary Information

Supplementary Figures.

## Data Availability

RNA-seq data have been deposited in Gene Expression Omnibus and are accessible through GSE189713. Any other data pertaining to the study will be made available on request.

# Supplementary material for: Epithelial cell-derived cytokine TSLP activates regulatory T cells by enhancing fatty acid uptake
**Source:** Sci Rep. 2023 Jan 30;13:1653. doi: 10.1038/s41598-023-28987-1
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Supplementary Figures**

**
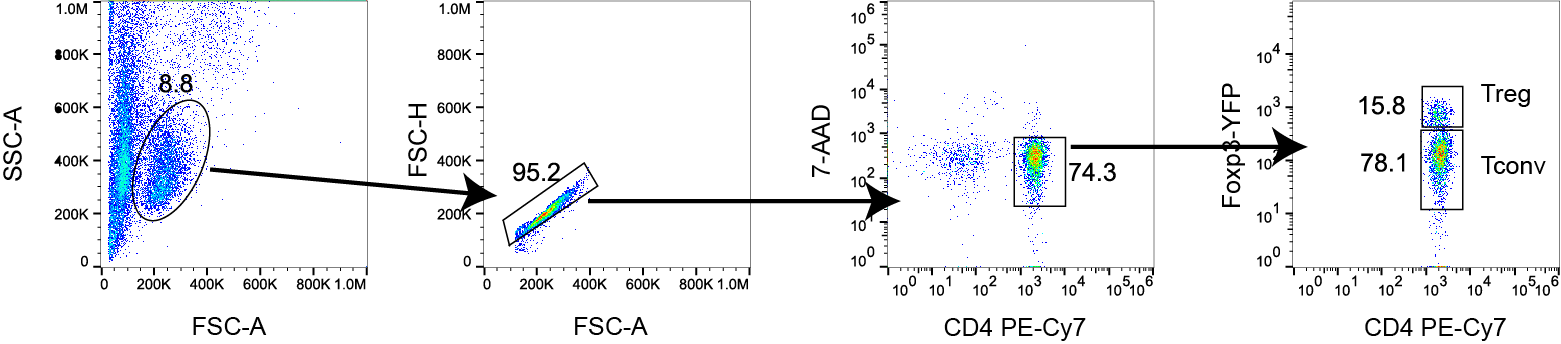
**

**Supplementary Figure 1. The gating to sort Treg and Tconv cells from colonic LP for phospho-STAT5 staining.**

Magnetically sorted cLP CD4^+^ T cells from Foxp3^YFP-cre^ mice were labeled with CD4-PE-Cy7 and 7-AAD. Cells were sorted using a cell sorter with this gating strategy for subsequent pSTAT5 staining.

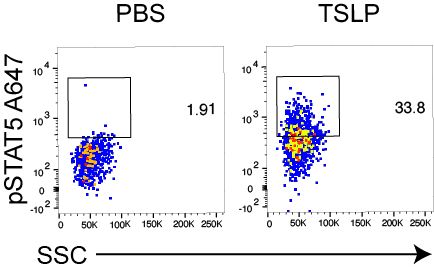

**Supplementary Figure 2. TSLP induces the phosphorylation of STAT5 in T conventional cells.**

Phosphorylation of STAT5 upon TSLP stimulation in T conventional cells. Representative FACS plots of phospho-STAT5 vs. SSC are shown.

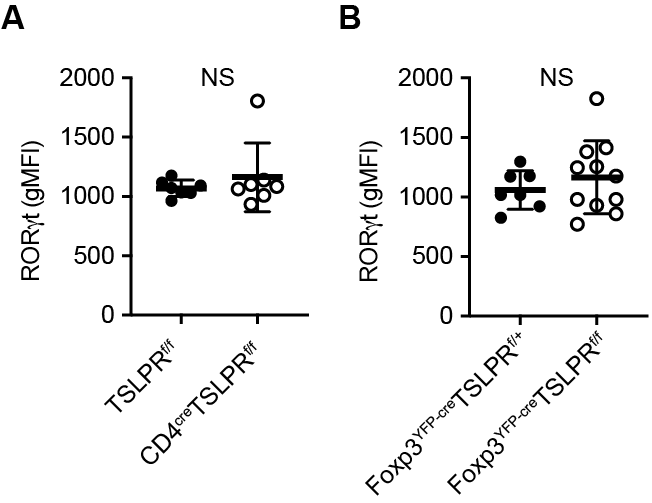

**Supplementary Figure 3. The levels of RORγt expression in RORγt^+^ Treg cells in colonic lamina propria.**

(**A**-**B**) Geometric MFI of RORγt in RORγt^+^ Treg cells in cLP in CD4^cre^TSLPR^f/f^ mice and control mice (**A**) and Foxp3^YFP-cre^TSLPR^f/f^ mice and control mice (**B**).

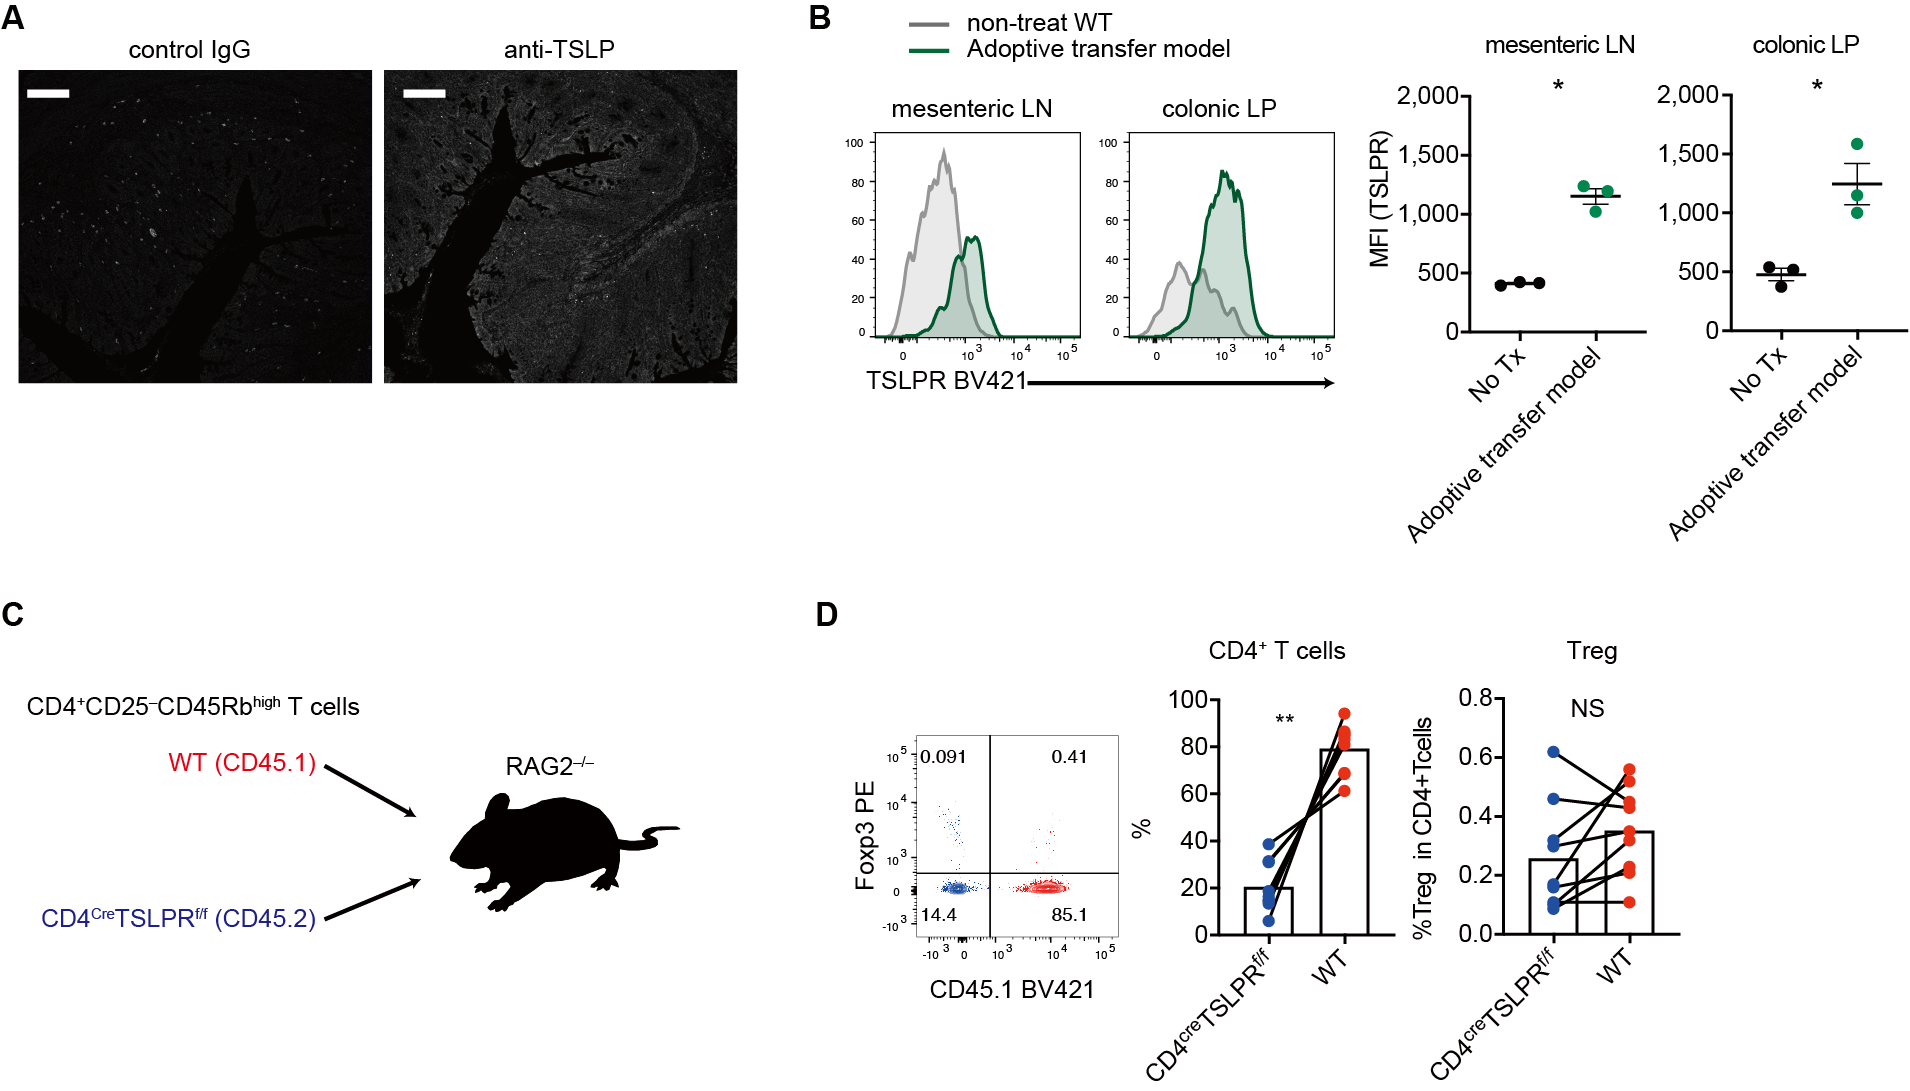

**Supplementary Figure 4. The related data in adoptive transfer model of colitis.**

**(A**) The expression of TSLP in the colon of RAG2^–/–^ mice receiving CD4^+^CD45Rb^high^ cells to develop an adoptive transfer model of colitis. TSLP was visualized in white. Bars indicate 100µm. Shown are representative of 2 independent experiments. (**B**) TSLPR expression on Treg cells in RAG2^–/–^ mice receiving CD4^+^CD45Rb^high^ cells or non-treated wild-type (WT) mice. Representative histograms of TSLPR expression on Treg cells in mesenteric lymph nodes and colonic LP and their cumulative data of MFI are shown. n = 3 from 2 independent experiments. * P < 0.05 as determined by unpaired t-test. (**C**) The same number of congenically marked naïve CD4^+^ T cells of WT mice (CD45.1) and CD4^Cre^TSLPR^f/f^ mice (CD45.2) were injected into RAG2^–/–^ mice. (**D**) Representative FACS plots of Foxp3 vs. CD45.1 (gated on CD4^+^ T cells) in colonic LP and cumulative data of CD4^+^ T cells and Treg cells. n = 9 from 2 independent experiments. ** P < 0.01 as determined by paired t-test.

**
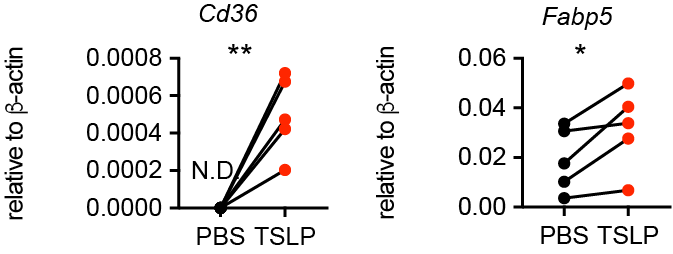
**

**Supplementary Figure 5. The expression of CD36 and FABP5 by TSLP stimulation in Treg cells.**

CD36 and FABP5 expressions were determined by quantitative PCR. Ex-vivo Treg cells were stimulated with 100 ng/mL TSLP or PBS for 3 hours and subjected to the analysis. The expressions were normalized to the levels of β-actin. n = 5 from 2 independent experiments. *P < 0.05, **P < 0.01 as determined by paired t-test.

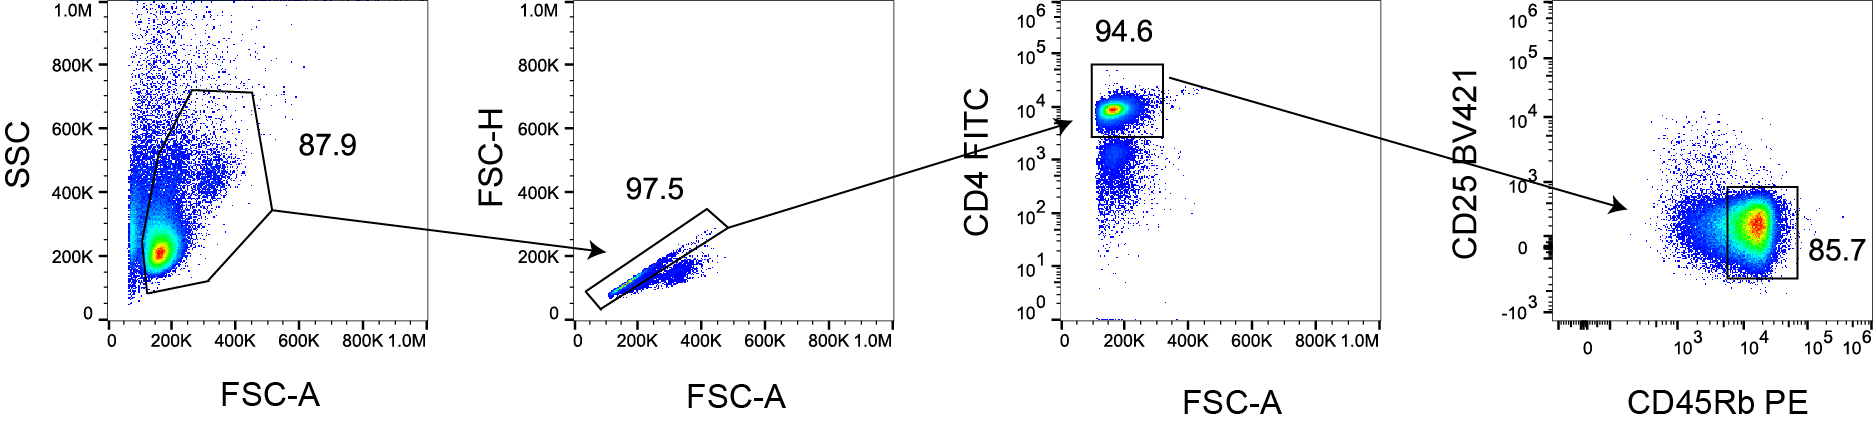

**Supplementary Figure 6. The gating to sort CD4^+^ CD45Rb^high^ naïve T cells from spleen.**

Magnetically sorted splenic CD4^+^ T cells were labeled with CD4-FITC, CD45Rb-PE, and CD25-BV421. Cells were then sorted using a cell sorter with this gating strategy.

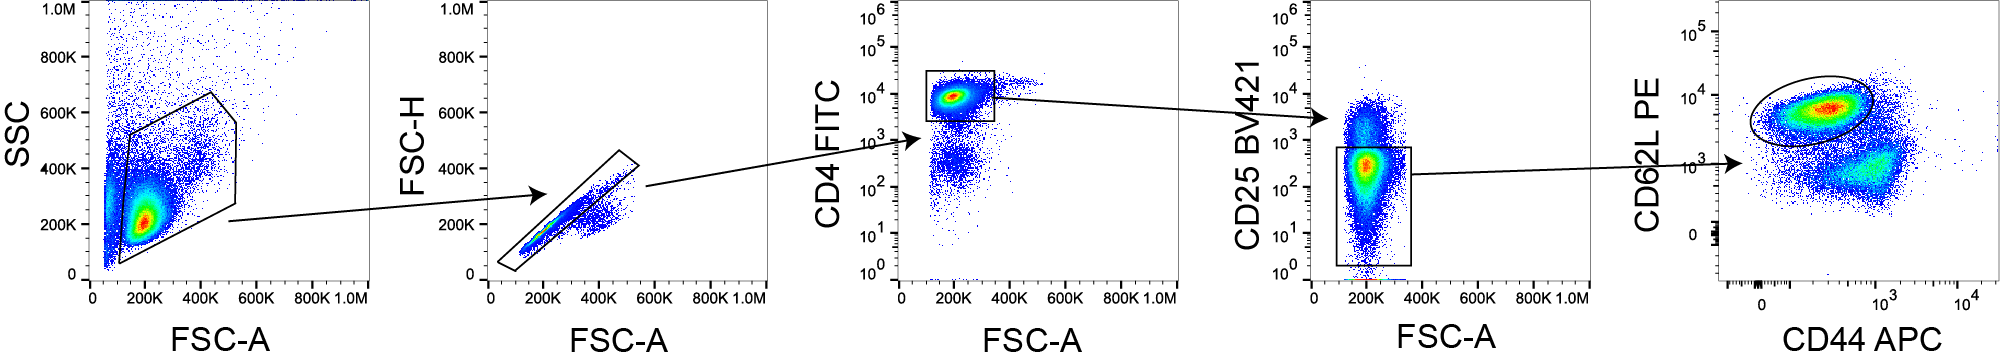

**Supplementary Figure 7. The gating to sort naïve CD4^+^ T cells for cell culture.**

Magnetically sorted splenic CD4^+^ T cells were labeled with CD4-FITC, CD25-BV421, CD62L-PE, and CD44-APC. Cells were then sorted using a cell sorter with this gating strategy.

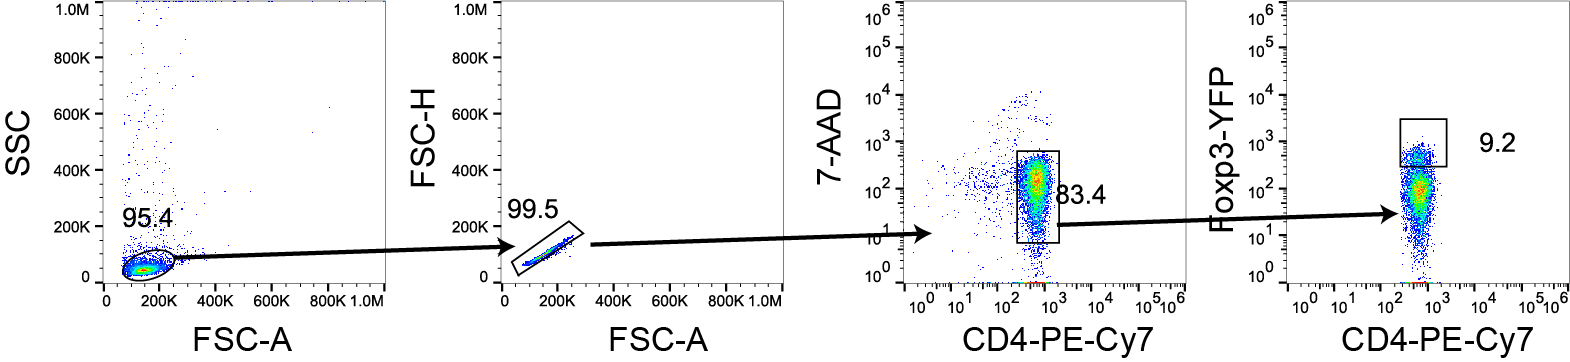

**Supplementary Figure 8. The gating to sort Treg cells from spleen and lymph nodes for gene expression analysis.**

Magnetically sorted CD4^+^ T cells from Foxp3^YFP-cre^ mice were labeled with CD4-PE-Cy7 and 7-AAD. 

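The RNA-seq libraries of the sorted Treg cells were read for marker genes, in cpm. Foxp3 was at 222 in PBS 1, 472 in PBS 2, 407 in TSLP 1 and 470 in TSLP 2, so that PBS 1 had the lowest value. Cd4 ranged from 512 to 602 over the 4 libraries, Cd3e from 232 to 261 and Ctla4 from 1142 to 1284. Of the genes of CD8 T cells, Cd8a ranged from 0.746 to 2.82 and Cd8b1 from 7.09 to 10.6. Of the B cell genes, Cd79b ranged from 0.618 to 8.47, Cd79a reached 4.01 and Ms4a1 reached 0.746, and Cd74, which is not restricted to B cells, ranged from 73.5 to 101. Among 6 myeloid genes, Adgre1 had no reads in any library, Lyz2 ranged from 0.0883 to 4.01, Cd68 from 1.56 to 15.4 and Cst3 from 28.2 to 44.0. Of 6 genes of macrophages and platelets, which themselves express Cd36, Adgre1, Pf4 and Ppbp had no reads in any library and none exceeded 4.01. In the library with 17 reads on Cd36, TSLP 1, Lyz2 had 37 reads, Csf1r had 1 read and Marco had none. TSLP 2, with 2 reads on Cd36, had 40 on Lyz2, 27 on Csf1r and 8 on Marco. PBS 2, with 0 reads on Cd36, had 43 on Lyz2. These reads are too few to decide which cells the Cd36 reads came from. The 6 haemoglobin genes had no reads in any library, and Alas2, another erythroid gene, reached 0.681. By limma, 0 of the tested CD8 T cell, B cell and myeloid genes had an unadjusted p under 0.05 between TSLP and PBS. The 4 myeloid genes tested had a median log2 fold change of −0.92, with 3 lower and 1 higher. Cd68 (−1.75, unadjusted p = 0.0601 by limma) and Itgam (−1.78) were lower in both TSLP libraries than in both PBS libraries. Lyz2 was the higher one, with 2.07. No reads on a gene allow 0.255 to 0.292 cpm.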

Cells were sorted using a cell sorter with this gating strategy for RNA-seq and quantitative PCR analyses.

How the deposited data were processed for this re-analysis (not part of the article)

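RNA was sequenced from sorted Treg cells of mice held for 3 h with 100 ng/mL TSLP or with PBS, in 2 samples of each group. The authors mapped single-end reads to the mm10 genome with Hisat2 and counted them per gene with HTSeq. The deposited values are a signal, namely the authors' read counts divided by a size factor for each library. The recovered factors differed by at most 1.81e-12 from those that DESeq2 computes on the recovered reads. The paper's text names neither the gene annotation nor the strand setting of the counting, and 27 gene names in the deposited values had turned into dates. The depth was 10271571 to 11761234 reads on genes per library, and no reads on a gene allow up to 3 reads.

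A count test had been chosen beforehand for all comparisons, but normalized values are not counts, so limma on log2(normalized count + 1) took its place, over genes with a normalized count of at least 10 in at least 2 libraries. Since 100% of the values came out as whole reads, edgeR's quasi-likelihood test with TMM was run on the recovered reads as an alternative, and it called 0 genes at an adjusted p under 0.05 and 234 at an unadjusted p under 0.05. DESeq2, which the authors used, called 0 and 286. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested or, for the fixed lists, also over the list alone. Fold changes are TSLP against PBS. A fold against a group with both libraries at or under 3 reads is given as a bound against that limit, and so allows for counting error only.

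Gene lists for the JAK-STAT and mTOR pathways were assembled by hand after the KEGG pathways and may differ from the versions in the KEGG database. They were tested with limma's camera with a preset correlation of 0.01 between genes, and alternatively with an estimated correlation, with fry and with preranked GSEA in fgsea. Other lists held STAT5 targets, receptor and Treg genes, the genes of Fig. 5A, Fig. 5D and Fig. 5E, markers of CD8 T cells, B cells, myeloid cells, macrophages and platelets, and erythroid cells, sex-linked genes, genes read with ribosomal RNA, immediate early genes and type 2 cytokine genes. A list of conventional T cell genes was added later. Exon lengths, positions and GC content came from the GENCODE annotation, release M21, in which 23348 of the 24418 gene names were found and 23307 had a unique exon length. The Reactome sets for interleukin-7 and mTOR signalling were those shipped with fgsea.

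The genes named in the text are those the paper names or labels for these data, the STAT5 targets, the receptor and Treg genes, members of the pathway lists with an unadjusted p under 0.05, and the 5 rising and 5 falling genes with the smallest p by edgeR. Other genes are named where stated. The alternatives were other tests, other normalizations, other filters on low counts, other pseudocounts, a block for the replicate number, removal of the trend over gene length, and leaving out each library in turn.

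The calls were tested on simulated data with 200 changed genes in 2 libraries against 2. The changed genes were drawn from those with a mean of at least 100 reads. Genes were simulated independently of one another, without a trend over gene length or a replicate effect. The shares called therefore do not carry over to genes with fewer reads, such as most of those labelled in Fig. 5A. At a log2 change of 1, limma called 38 of the 200 (19.0%) at an adjusted p under 0.05 with Benjamini-Hochberg adjustment, at 2 it called 166 (83.0%) and at 4 it called 193 (96.5%). Of the unchanged genes, it called 0, 4 and 2. At the same changes edgeR called 21, 171 and 194 of the 200, and 0, 2 and 11 unchanged genes. DESeq2 called 51, 172 and 197 of the 200, and 12, 32 and 33 unchanged genes. Camera gave a p-value of 7.90e-100 for a set of 99 shifted genes and a p under 0.05 for 1 of 200 random sets. As the simulated genes were independent, this does not show how camera behaves on sets of correlated genes. The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0. The flow cytometry, the quantitative PCR and the assays of fatty acid uptake were not analysed here, and a marker gene of the lists is not reported here.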

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

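The alternatives were set before the data were examined, except those chosen after seeing the data: pseudocounts of 0.5 and 10, the block in limma, the removal of the trend over gene length, the log2 ratio of group means, and the filter of at least 10 counts in every sample for the lists. EdgeR with TMM and camera on the edgeR counts had been planned as the main tests. They were run as alternatives on the recovered reads. Limma itself replaced edgeR as the test once the unit of the values was known.

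Over the 11 alternatives for the test, 0 genes had an adjusted p under 0.05 with Benjamini-Hochberg adjustment by limma, edgeR or DESeq2, and from 171 to 358 genes had an unadjusted p under 0.05. The 123 genes at an unadjusted p under 0.05 and over 2-fold became 249 with DESeq2, of which 84 were shared, and 261 without a filter, of which 97 were shared. With the DESeq2 p and the log2 ratio of group means there were 248. These 3 numbers came from 13945 genes in place of 11392. The other alternatives gave 106 to 175 genes. The share of higher genes was 42.3%, and it was 35.6% (58 higher, 105 lower) with upper-quartile normalization, 51.7% without a filter and 52.0% (64 higher, 59 lower) with the length trend removed. Upper-quartile normalization also lowered the median log2 fold change over all genes tested, to −0.037 from −0.0037 by edgeR with TMM. The cause was not otherwise tested.

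The libraries share a replicate number between the groups, and the paper's text does not say what it marks. Deviations of replicate 1 from the group mean correlated between the groups with r = 0.00072 across the 11392 genes tested, 0.0204 over genes with a mean of at least 100 reads and 0.0924 over genes with at least 1000. With the replicate number as a block, edgeR called 0 genes at an adjusted p under 0.05 with Benjamini-Hochberg adjustment, 215 at an unadjusted p under 0.05 and 116 of these over 2-fold (63 higher, 53 lower). Limma with the block called 0, 258 and 162 (85 higher, 77 lower). Limma's camera with the block gave an unadjusted p = 0.136 for the JAK-STAT list, 0.385 for the mTOR list and 0.879 for the STAT5 targets. Slc2a8 had an unadjusted p = 0.0441 by edgeR with the block, under 0.05 in this setting alone. For the immediate early genes, camera with the block, chosen after seeing the data, gave an unadjusted p = 0.00811 in the direction of lower with TSLP, against 0.0306 without it. Both may be too small, since these genes moved together between replicates and the preset correlation between genes is low.

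For the JAK-STAT list, 1 of 13 alternatives gave an unadjusted p under 0.05, the permutation test of preranked GSEA on the DESeq2 Wald statistic (0.0260), and the others gave 0.0850 to 0.950, each in the direction of higher with TSLP. For the mTOR list none of 13 passed, with p from 0.173 to 0.997. The value of 0.173, from the Reactome set, was in the opposite direction. This set holds other genes than the list. For the STAT5 targets none of 12 passed, with p from 0.159 to 0.969.

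Over the 4 fits that each left out a library, the log2 fold change of Cd36 ranged from 1.63 (without TSLP 1) to 4.09 and that of Fabp5 from 1.17 to 1.78. The median of the genes of Fig. 5A ranged from −1.58 to −0.55, that of Fig. 5D from 0.09 to 0.27 and that of Fig. 5E from −0.26 to 0.40. The JAK-STAT list ranged from −0.01 to 0.17, the mTOR list from −0.02 to 0.09 and the STAT5 targets from −0.32 to 0.19. Of 62 genes followed, 19 changed their sign in such a fit. Fabp5 was higher with TSLP under all 12 settings tried, with an unadjusted p from 0.0197 to 0.0466 by limma, edgeR or DESeq2.

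Genes with log2 fold changes near 0 changed their sign under some alternatives. Slc2a3 was at 0.03, and at −0.0013 with DESeq2, −0.0029 with edgeR and TMM, −0.0012 with edgeR and DESeq2 size factors, −0.042 with upper-quartile normalization and −0.040 with the length trend removed. Upper-quartile normalization gave −0.014 for Crlf2 and −0.016 for Ctla4, which were at 0.021 and 0.018 by edgeR with TMM. It moved the median over all genes tested in the same direction, from −0.0037 to −0.037, so these signs go with a shift of all genes. Removing the length trend gave 0.0295 for Socs3, 0.0299 for Pim1 and 0.075 for Actb. The cause of the other sign changes was not tested. Few reads limit what can be said of the genes of Fig. 5, whether or not for want of depth, as 17 of the 20 genes labelled in Fig. 5A had a group at or under 3 reads, and 10 of the 18 genes of Fig. 5D and 7 of the 12 genes of Fig. 5E had both groups there. Genes without reads in any library need not be expressed in these cells.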

Differences from the paper's values

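For the mTOR pathway the paper's p is 0.11, and the p of the mTOR list by limma's camera was 0.350. The paper used clusterProfiler with the KEGG database, and its text does not name the form of enrichment test. Neither was used here, so the values come from different tests and lists, and a gap between them need not lie in the data. None of the alternatives set before the data were examined closed the gap. The nearest in size, the Reactome set with 0.173, was in the opposite direction, and the others ranged from 0.260 to 0.914.

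In the paper's plot of genes, the −log10 p of Lipt1 is about 4.1, that of Zfp128 about 3.5 and that of Lars2 about 3.4 in Fig. 5A, read by eye. Limma gave 1.63, 1.73 and 1.96. With DESeq2, which the paper's methods name, the values from unadjusted p were 4.09, 3.54 and 3.404, which match the plot for all 3 genes. The test without a filter gave 2.38 for Zfp128 and 2.29 for Lars2, within 1.5 times of the paper's values on the −log10 scale only. As unadjusted p-values these are 0.0041 and 0.0052 by limma, against 0.00029 and 0.00039 by DESeq2, so they are not close. The filter of at least 10 counts in every sample gave 2.39 for Lars2. Lipt1 was not reached without a filter (2.24). The edgeR fits with DESeq2 size factors, with upper-quartile normalization and with the replicate block did not close the gap for any of the 3 genes.

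The value of Fasn with PBS is about 5 in the heatmap of Fig. 5D, read by eye, against 11.9 as log2(normalized count + 1), and on the scale of log2(RPKM + 1), which was chosen after seeing the values, it was 5.00.

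The paper states that the JAK-STAT pathway is enriched with TSLP. Limma's camera on the JAK-STAT list, again another test and list than the paper's, gave an unadjusted p = 0.115. Preranked GSEA on the DESeq2 Wald statistic, a permutation test, called it with p = 0.0260, or 0.0781 with Benjamini-Hochberg adjustment over 3 lists. Fig. 5A colours genes as significantly changed. At an adjusted p under 0.05 with Benjamini-Hochberg adjustment, 0 genes passed by limma, edgeR or DESeq2, and 192 had an unadjusted p under 0.05 by limma. All 20 labelled genes had an unadjusted p under 0.05 by DESeq2. The paper names Cd36 as upregulated. It had 17 and 2 reads with TSLP and 0 reads with PBS, and 0 of 9 settings gave it an unadjusted p under 0.05, the smallest being 0.113 by limma with a pseudocount of 0.5. For its statement the paper also cites quantitative PCR of Cd36 and Fabp5 under the same conditions. That evidence is separate from these reads and was not analysed here.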

Other observations

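The tests of the other splits of the libraries, of the replicate number as a batch, of depth, of the spread between replicates, of ribosomal RNA, of the level and depth of the STAT5 targets and of the most read genes were chosen after their results, or values close to them, had been seen. The tests of gene length on the lists and splits were chosen after the length trend itself had been seen.

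PBS 1 had lower values in long genes than the other libraries (Spearman rho of −0.657 across 2679 genes). GC content was tested within 5 groups of genes of similar GC content, in which rho ranged from −0.411 to −0.740. The share of reads in the 50 most read genes was 12.8% in PBS 1, 1.18 times that of the next library. The trend thus remained at a similar GC content, and the most read genes took a similar share. The labels give PBS 1 and PBS 2 the same condition, so no biological explanation was tested, and how the RNA of PBS 1 was handled was not tested either. The trend bears on the comparison, since the difference between TSLP and PBS had a rho of 0.520 with exon length, which fell to 0.02 once the trend of each library was removed. The median log2 fold change then was 0.019 for the mTOR list, down from 0.07, and 0.045 for the JAK-STAT list, down from 0.08. If gene length were the whole cause, the test had called for a median of 0 or below, which neither list reached. The camera p of the JAK-STAT list was 0.142 with the trend removed, still in the direction of higher with TSLP, while that of the mTOR list moved further, to 0.864. Both medians lie near 0 over members that move both ways, so that gene length cannot be told apart from an effect of TSLP.

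The 4 libraries can be split into 2 and 2 in 3 ways, and 3 of the 3 splits, that by treatment included, gave at least as many genes at an unadjusted p under 0.05 by DESeq2 as the split by treatment. With so few splits no share under 0.05 can be reached. The split by treatment gave 286 such genes, and 0 after Benjamini-Hochberg adjustment. Replicate 1 against replicate 2 gave 667, and 10 with an adjusted p under 0.05 by DESeq2, against 0 by limma and 0 by edgeR. PBS 1 and TSLP 2 against the others gave 540 and 0. Depth was tested as the largest total over the smallest, which was 1.145. Both replicate 1 libraries were deeper, with 11328132 reads in PBS 1 and 11761234 in TSLP 1, against 10724392 in PBS 2 and 10271571 in TSLP 2. What such a difference does to the number of genes was not measured, so depth is left open. Gene length was tested by removing the trend, after which 3 of the 3 splits again gave at least as many genes by limma, with 262 by treatment, 725 by replicate number and 373 in the crossed split. By limma over the same 10944 genes, the counts before the removal were 182, 520 and 393. A batch shared by libraries of the same number is a candidate explanation. The correlation of their deviations was 0.0812 over genes with a mean of at least 1000 reads, without immediate early genes, and 0.175 with the length trend removed. The limit set for this test was 0.1, which the first value does not reach and the other does. With only 2 libraries per number, a batch cannot be told apart from unrelated differences between single libraries.

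Among 15 immediate early genes, such as Fos, Jun and Egr1, 12 were higher in replicate 1 than in replicate 2 in both groups and 1 was lower in both. The median log2 ratio of replicate 1 to 2 was 0.62 with PBS and 0.43 with TSLP. Gene length does not account for this, as the mean of the medians was 0.41 with the length trend removed. By limma's camera with the preset correlation, the direction of these genes was lower with TSLP (unadjusted p = 0.0306, median log2 fold change −0.26), with 0 members at an unadjusted p under 0.05. The preset correlation is low for genes that move together between replicates, so this p may be too small. With the length trend removed this median was −0.13, so that part of the shift went with gene length. The median was 0.096 without PBS 1 and 0.034 without TSLP 2, and ranged down to −0.58 on leaving out another, but leaving out a library unbalances the replicate numbers, which by itself moves this median. Between libraries of the same number, 12 of the 15 genes were lower in TSLP 1 than in PBS 1 and 12 were lower in TSLP 2 than in PBS 2, with 11 lower in both and median log2 ratios of −0.27 and −0.11. Handling time between cell sorting and lysis was not tested.

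Many genes had no reads in a library beside many reads in its replicate. In genes with a mean of 20 to 50 reads, the ratio of variance to mean between replicates was 13.7, where independent reads would give a ratio near 1. Variation between cultures of the same relative size in every gene would keep the squared coefficient of variation level. That squared coefficient was 4.23 times as high at 20 to 50 reads as at 100 to 200. Larger variation between cultures in low genes was not tested and is left open. The ratio of variance to mean stayed within 1.11 times from 20 to 200 reads, which is consistent with few molecules, each read many times, in these low genes. It rose at higher means, to 90.1 in genes with 2000 to 5000 reads. Of 1650 genes read in a single library, 41.7% had 10 reads or more there and 10.7% had 1 read. This may bear on the genes of Fig. 5A that had reads in a single group. Genes with at most 1 read in each library of a group and at least 20 in each of the other numbered 18 in the split by treatment, 26 in the split by replicate number and 18 in the crossed split.

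Foxp3 was lower in PBS 1 than in the mean of the other libraries, with a log2 ratio of −0.997. Gene length does not account for it, as 372 genes of similar length and level had a median ratio of 0.052. Conventional T cells in PBS 1 are another candidate explanation, tested on a list of 10 genes assembled for it, Tcf7, Lef1, Satb1, Igfbp4, Dapl1, Ccr7, Il7r, Cd40lg, Klf2 and S1pr1, which Treg cells also express, with Il7r also on the list of receptor and Treg genes. The median of this list was 0.286 higher in PBS 1 than in the highest other library, as the prediction set for this explanation requires. With the length trend removed, the median was 0.20 in PBS 1 and 0.049 in the highest other library. Its members did not move together, however. On the same values 4 of the 10 were higher in PBS 1 than in each other library and 2 were lower than in each other library. Il7r had a log2 ratio of −0.42. A rule that the members also move together was added after the median had been seen, and the question was left open on that ground. Of other Treg genes, Ikzf2 had a ratio of −0.76, Il2ra of −0.41 and Ctla4 of 0.12, and with the length trend removed −0.36, −0.32 and −0.18, against −1.005 for Foxp3. Ctla4 was highest in PBS 1 before the removal, which goes against fewer Treg cells there, but a single gene does not decide it. Between TSLP and PBS the list had a median log2 fold change of −0.05, with 0 members at an unadjusted p under 0.05 by limma. With a single such library, a mixed sample cannot be told apart from other differences of that culture. For Foxp3 itself, the log2 fold change with TSLP was 0.44, and −0.09 without PBS 1.

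Lars2, which carries a stretch that ribosomal RNA reads can match, was lower with TSLP, and reads of ribosomal RNA are a candidate cause. Rn45s, the other of 8 genes listed for such reads that had values, had a log2 fold change of −0.58 (standard error 0.35). It had 62606 and 41205 reads with PBS and 29615 and 38298 with TSLP. Mir6236, a gene chosen after its values were seen, had 1764 and 1043 reads with PBS and 550 and 811 with TSLP, a log2 fold change of −1.01. All 3 genes had their values in the same order, PBS 1, PBS 2, TSLP 2, TSLP 1. Rn45s fell less than Lars2 but within the errors, so that ribosomal RNA cannot be told apart from an effect of TSLP on Lars2.

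The STAT5 targets did not move as a set. Low depth does not account for this, since 12 of the 12 targets had a mean of at least 20 reads. They may already have been high without TSLP, as their median lay at percentile 88.4 of all genes read, by their level with PBS, from 36.1 to 99.3. A high level does not show whether a gene can still rise, so this stays open, and so does a time course other than the 3 h sampled.

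Crlf2, which encodes TSLPR, had 604 and 473 reads with PBS and 529 and 553 with TSLP, and Il7r had 1621 and 2191 with PBS and 2223 and 1928 with TSLP. Cd44 had a log2 fold change of 0.29 (standard error 0.22, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment). The paper measured CD44 protein in other cells. Of the 15 receptor and Treg genes, 12 were higher and 3 lower, with 0 at an unadjusted p under 0.05. Of 4 type 2 cytokine genes tested, Il13 alone had an unadjusted p under 0.05, and Gata3 and Areg had log2 fold changes of −0.10 and −0.13. Ddx3y ranged from 475 to 634 cpm and Xist from 0 to 0.932, so that each of the 4 libraries was of male cells. The 4 sex-linked genes tested were all higher with TSLP, with 0 at an unadjusted p under 0.05.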
